# A compound directed against S6K1 hampers fat mass expansion and mitigates diet-induced hepatosteatosis

**DOI:** 10.1172/jci.insight.150461

**Published:** 2022-07-22

**Authors:** Aina Lluch, Sonia R. Veiga, Jèssica Latorre, José M. Moreno-Navarrete, Núria Bonifaci, Van Dien Nguyen, You Zhou, Marcus Höring, Gerhard Liebisch, Vesa M. Olkkonen, David Llobet-Navas, George Thomas, Ruth Rodríguez-Barrueco, José M. Fernández-Real, Sara C. Kozma, Francisco J. Ortega

**Keywords:** Metabolism, Therapeutics, Adipose tissue, Obesity, Pharmacology

## Abstract

The ribosomal protein S6 kinase 1 (S6K1) is a relevant effector downstream of the mammalian target of rapamycin complex 1 (mTORC1), best known for its role in the control of lipid homeostasis. Consistent with this, mice lacking the *S6k1* gene have a defect in their ability to induce the commitment of fat precursor cells to the adipogenic lineage, which contributes to a significant reduction of fat mass. Here, we assess the therapeutic blockage of S6K1 in diet-induced obese mice challenged with LY2584702 tosylate, a specific oral S6K1 inhibitor initially developed for the treatment of solid tumors. We show that diminished S6K1 activity hampers fat mass expansion and ameliorates dyslipidemia and hepatic steatosis, while modifying transcriptome-wide gene expression programs relevant for adipose and liver function. Accordingly, decreased mTORC1 signaling in fat (but increased in the liver) segregated with defective epithelial-mesenchymal transition and the impaired expression of Cd36 (coding for a fatty acid translocase) and Lgals1 (Galectin 1) in both tissues. All these factors combined align with reduced adipocyte size and improved lipidomic signatures in the liver, while hepatic steatosis and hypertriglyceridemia were improved in treatments lasting either 3 months or 6 weeks.

## Introduction

Liver and adipose tissue control body lipid homeostasis. Reciprocal dysfunction in these organs during sustained consumption of diets containing high amounts of fat may propel the cluster of metabolic disturbances associated with obesity (1). Among these, dyslipidemia — including both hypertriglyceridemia and hypercholesterolemia — constitutes a common hallmark of the obesity-related metabolic imbalance that may trigger a host of comorbidities, accounting for the so-called metabolic syndrome (2). Also, hepatic steatosis is a key pathogenic factor in perturbed lipid homeostasis, accelerating atherosclerosis and positioning dyslipidemia at the interface of obesity and the risk of cardiovascular and metabolic diseases (3–5). Thus, a pharmacological compound that lowers fat mass expansion and ameliorates lipid handling by the liver, protecting against both hepatic steatosis and dyslipidemia, would offer a great advancement for the treatment of metabolic syndromes related to the obese phenotype.

The ribosomal protein S6 kinase 1 (S6K1) operates downstream of the mammalian target of rapamycin complex 1 (mTORC1), which controls the response to hormones and mitogens, also coordinating cellular reactions to nutrients and energy inputs (6). The activation of S6K1 is mediated by an ordered series of conformational changes and phosphorylation steps, where T389 phosphorylation by mTORC1 creates a docking site for the phosphoinositide-dependent kinase 1 (PDK1), allowing T229 phosphorylation (7). This leads to S6K1 activation and its nuclear translocation (8). In turn, the nuclear translocation of S6K1 mediates the phosphorylation of Histone 2B (H2B) at S36 (H2BS36p), triggering the recruitment of the EZH2 methylase to H3 and trimethylation of H3 at K27 (H3K27me3). In fat cell precursors, this cascade represses the Wnt signaling pathway, causing the upregulation of PPARγ and CCAAT/enhancer-binding protein α (C/EBPα) (9). These events together allow the differentiation of mesenchymal stem cells into adipocytes, which are cells able to synthetize and store massive amounts of triglycerides (TGs) (10). Concurrently, the role that S6K1 displays in the regulation and maintenance of lipid homeostasis through the activation of Sterol regulatory element binding proteins (SREBPs) has been highlighted (11). Thus, through the activation of key transcription factors in liver (12) and adipose tissues (13), S6K1 can coordinate molecular changes of key relevance to the synthesis of fatty acids in cell systems where the homeostasis of lipids is of the utmost importance.

In the last years, the notion that imbalanced mTORC1-S6K1 engages signaling cascades related to impaired metabolism, obesity, fatty liver disease, and cancer has been disclosed (7, 14, 15). Our laboratory was the first to our knowledge to generate a S6K1-KO mouse model (16), which significantly contributed to the functional characterization of this kinase and revealed its importance in adipose development (17). This latter study also showed that S6K1 is a key regulator of the adipogenic capability and the distribution of energy surplus among newly formed adipocytes. Accordingly, *S6k1*-null mice exhibited a dramatic reduction in fat mass due to their reduced capacity to commit precursor cells to the adipocyte lineage (9, 13), thus limiting the expandability of fat depots. On the other hand, specific depletion of *S6k1* in liver appears to protect against diet-induced hepatosteatosis, as the induction of lipogenic genes was attenuated in liver-specific *S6k1*-deficient mice, leading to decreased steatosis even under conditions of high-fat diet (HFD) (18). Here, we present — for the first time to our knowledge in the obesity arena — in vivo, in vitro, functional, and mechanistic data that demonstrate the therapeutic utility of a compound directed against S6K1, the LY2584702 tosylate (hereafter referred to as LY), an oral inhibitor initially developed for the treatment of solid tumors (19). This drug increases phosphorylation of S6K1 (pS6K1) at T389 due to the competitive inhibition of ATP in molecular docking with the active site of S6K1 (20), thus blocking its kinase activity. We demonstrate that treatments with LY in mice challenged with a 60% HFD display decreased adiposity, as the result of a lower adipocyte size and gene expression patterns, suggestive of dampened energy storage in fat depots. In addition, these treatments diminished hepatic steatosis and modified transcriptomes in the liver parenchyma. Importantly, liver samples were also analyzed using untargeted lipidomics, providing lipid signatures as consistent insight into therapeutic changes affecting the saturated TGs content and increased phosphatidylinositols (PI), phosphatidylserines (PS), and phosphatidylcholines (PC), resembling the lipid signature of mice fed a normal chow (NC). Finally, we demonstrated that the beneficial effects of LY treatment on lipid homeostasis expands beyond the partial blockage of weight gain in high-fat and high-sucrose diet–induced obese mice. These findings highlight the potential of LY as an efficacious therapeutic agent to relieve the burden of dyslipidemia and fatty liver disease in obese patients.

## Results

### Treatments of LY protect against diet-induced obesity and liver steatosis.

We have previously reported that mice deficient for *S6k1* are protected against obesity and impaired metabolism (13, 17). Here, our primary objective was to assess the pharmacological effects of inhibiting S6K1 in adult mice subjected to diet-induced obesity (DIO). To characterize the ability of the S6K1 inhibitor LY in counteracting HFD, 8-week-old C57BL/6N male mice were challenged with a 60% HFD and orally treated with LY during 12 weeks. In parallel, mice maintained on either HFD or NC were used as reference groups (Figure 1A). HFD-fed mice receiving LY (HFD + LY) gained significantly less body weight (Figure 1, A and B) and accumulated lower amounts of s.c. adipose tissue (SAT) and visceral adipose tissue (VAT) than their counterparts receiving only the HFD (Figure 1C). To gain insight into the metabolic consequences of this treatment, we measured the concentrations of circulating glucose, TGs, and cholesterol at fasting. Also insulin tolerance tests (ITT) were performed in NC, HFD, and HFD + LY mice. Notably, the HFD + LY group exhibited decreased levels of circulating TG, with regard to HFD mice (Figure 1D). However, circulating cholesterol (*P* = 0.18), fasting glucose, and the ITT showed no major differences between obese animals under HFD and those treated with the drug (Figure 1, D and E). After sacrifice, H&E staining was performed in samples of epididymal adipose tissue (Figure 1F), and morphometric analysis revealed a rearrangement of adipocyte sizes in HFD-fed mice treated with LY (Figure 1G). Indeed, following the protocol from Parlee et al. (21), we found reduced adipocytes area and less hypertrophy in LY-treated mice than in the HFD group (Figure 1H). This matches diminished S6K1 function and the compromised adipogenic commitment of human BM-derived mesenchymal stem cells (BMSC) when induced to differentiate into adipocytes while challenged with LY (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150461DS1). Also in liver samples, H&E staining revealed apparent changes in the lipid content (Figure 1I), as further shown by the amounts of TG and total cholesterol in tissue extracts, both being significantly depleted in HFD + LY to the levels found in NC-fed lean mice (Figure 1J). Our results indicate that LY protects against DIO and the deposition of fat in the liver, also ameliorating dyslipidemia in DIO mice.

### S6K1 blockage modifies adipose and liver gene expression programs.

S6K1 inhibition by LY was confirmed by Western blot in representative specimens of all groups (Figure 2, A and B, and Figure 3A, in adipose tissues and liver, respectively). Increased T389 pS6K1, due to the blockage of the phosphotransferase activity caused by the drug and reduced phosphorylation of the ribosomal protein S6 (^p-S235/236^S6), a downstream target of S6K1 (22), were analyzed as markers of impaired S6K1 activity in targeted tissues — i.e., SAT and VAT and in liver samples (LIV). We found that treatments with LY increased pS6K1 and decreased ^p-S235/236^S6 in treated animals, when compared with untreated HFD-fed mice, reaching a greater difference than with NC-fed mice. Then, the biological effects of this inhibition were studied by means of transcriptomic profiles assessed in SAT and LIV samples from HFD and HFD + LY mice. This provided a list of genes differentially expressed in adipose tissue (Figure 2C) and liver (Figure 3B) of HFD mice treated with the drug, when compared with HFD controls. 

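RNA of subcutaneous adipose tissue (SAT) and liver (LIV) was profiled in 3 HFD mice (animals 8, 11 and 14) and 3 HFD + LY mice (animals 16, 18 and 20), with 1 array for each tissue of each animal and 12 arrays in all. The male mice were 8 weeks old at the start. They were given LY, an inhibitor of the ribosomal protein kinase S6K1, at 25 mg/kg by gavage every 12 hours, or vehicle, for 12 weeks. For the last 10 of these weeks they ate a diet with 60% of its kcal from fat. The SAT of animals 11 and 20 carried high signals of skeletal muscle genes. The mean log2 signal of 21 such genes, among them Acta1, Ckm and Myh4, was 12.5 in HFD animal 11 and 12.3 in HFD + LY animal 20, against 8.94 in HFD animal 14 and 7.63 to 7.74 in the other SAT arrays. Labelled RNA was hybridised to Affymetrix whole-transcript arrays, in which each transcript is read as the fluorescence of a set of short probes. The authors processed all arrays together with RMA, which corrects the background, quantile-normalizes the arrays and gives 1 log2 signal per probe set. Of 28846 probe sets, 6640 controls were left out and 22206 were tested, of which 19572 carry 1 gene symbol, 0 carry several and 2634 carry none. The medians of the 12 arrays over these ran from 8.16 to 8.28. In each tissue, HFD + LY was compared with HFD by limma for every probe set, with Benjamini-Hochberg adjustment over all of them. For 25 pathway lists and 24 cell type lists, camera of limma tested whether the members lay higher or lower than the other genes, with a preset correlation of 0.01 between genes. The number of arrays limits the precision: an exact two-sided permutation test of 3 mice against 3 cannot go below a p of 0.1.

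**Figure D1:**
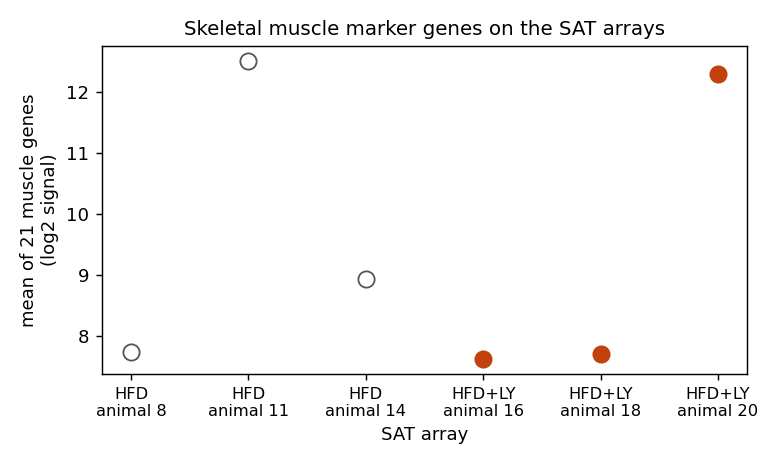
Mean log2 signal of 21 skeletal muscle genes (vertical axis) on each of the 6 SAT arrays (horizontal axis), open circles for HFD and filled circles for HFD + LY. Animal 11 (12.5) and animal 20 (12.3) lie above the 4 other arrays, of which the highest is animal 14 (8.94).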

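In SAT of HFD + LY mice, the genes with the lowest fold changes were mainly major urinary proteins, lipocalins that carry pheromones, together with Itgad, an integrin of macrophages, Saa3, an acute phase protein of inflamed fat, and the mitotic genes Pbk and Spc25. Mup9 had a log2 signal of 10.36 ± 0.39 (SD, n = 3) in HFD mice and 8.51 ± 0.37 (SD, n = 3) in HFD + LY mice, and Itgad one of 9.50 ± 0.89 (SD, n = 3) in HFD mice and 7.20 ± 0.86 (SD, n = 3) in HFD + LY mice. Of 9 Mup genes with a symbol, 8 were lower and 0 higher at an unadjusted p under 0.05 from limma, with a median log2 fold change of -1.43 that was -1.41 after quantile normalization and -1.42 after median normalization. Their probe sets may share targets and are not separate measurements. Among the genes with the highest fold changes were Zim1 (log2 fold change 1.38, standard error 0.30), an imprinted zinc finger gene, Chrdl1 (1.21, 0.23), an antagonist of bone morphogenetic proteins, Gpx3 (1.18, 0.28), a secreted glutathione peroxidase, and Adm (0.95, 0.25), which encodes the vasodilator adrenomedullin. Since too few genes passed, these genes are the largest fold changes at an unadjusted p under 0.01 without overlap between the groups: limma called 0 of 22206 probe sets at an adjusted p under 0.05 (smallest adjusted p = 0.108), and 1121 at an unadjusted p under 0.05, of which 413 were higher and 708 lower (36.8% higher, 49.1% after quantile normalization). The methods' t-test gave 0 and 1069, limma with array weights 355 and 4761, and limma on all 12 arrays 17 and 1407. The array weights were 4.46, 0.91 and 0.32 for HFD + LY animals 16, 18 and 20, and 1.26, 0.46 and 1.32 for HFD animals 8, 11 and 14. They thus lean most on animal 16 and least on animals 11 and 20. With the SAT of animals 11 and 20 left out, an alternative chosen after seeing the data, 167 probe sets were higher and 406 lower at an adjusted p under 0.05. It left only 4 arrays, of HFD animals 8 and 14 and HFD + LY animals 16 and 18, fewer than the comparison reported. That setting is not free of muscle signal, since HFD animal 14 stays in. In it the skeletal muscle list was still lower in HFD + LY mice by camera (adjusted p = 3.7e-05, median log2 fold change -0.48). That p assumes a correlation of 0.01 between genes, while over all SAT arrays these genes had an estimated one of 0.955. The 3 arrays of each group did not overlap in 2107 probe sets (9.49%, where chance gives 10%). The 1121 probe sets at an unadjusted p under 0.05 were 5.05% of those tested, about the share that this threshold gives by chance. The unadjusted count was 1891 without HFD animal 11, 604 without HFD animal 8, 551 without HFD + LY animal 16, 672 without animal 18, and 2722 without animal 20, where 1 probe set passed the adjusted threshold.

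**Figure D2:**
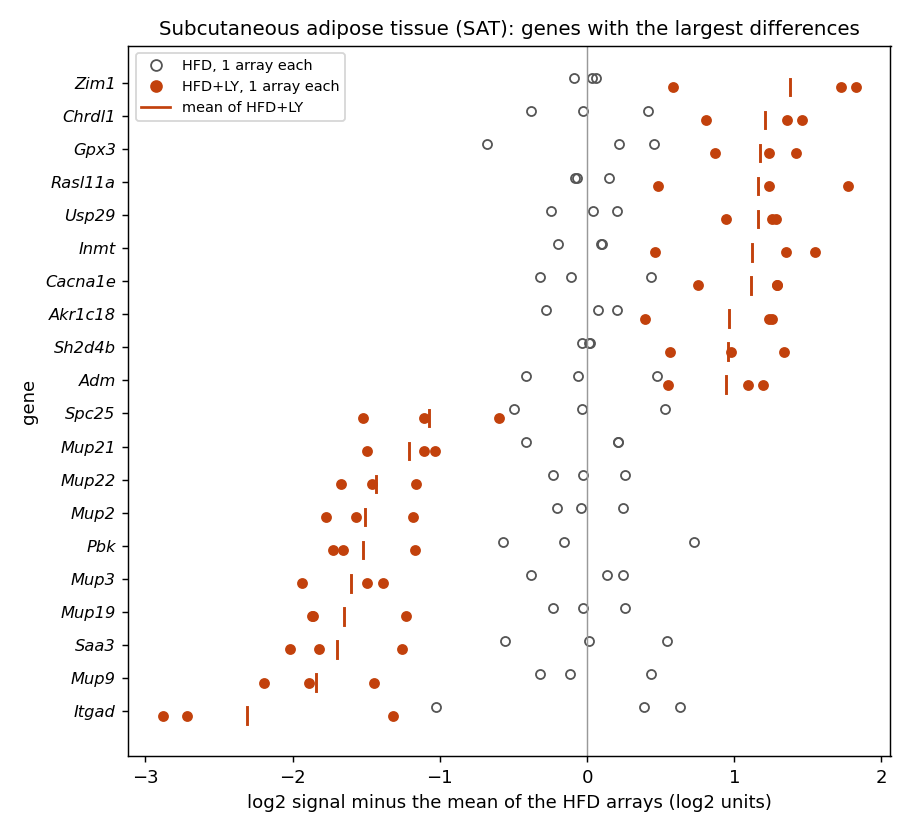
SAT signal of the genes with the 10 largest differences in each direction among those at an unadjusted p under 0.01 whose groups do not overlap. The horizontal axis gives the log2 signal of each array minus the mean of the HFD arrays, open circles for HFD, filled circles for HFD + LY, and a line for the HFD + LY mean. Itgad has the lowest mean (-2.31) and Zim1 the highest (1.38).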

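In LIV, Cyp4a12b, a male-specific cytochrome P450 of fatty acid omega-hydroxylation, fell in HFD + LY mice and was the 1 gene past the adjusted threshold (adjusted p = 0.0016 from limma). Other genes with the lowest fold changes were Slc10a2 (log2 fold change -1.33, standard error 0.20), a bile acid transporter, the metallothioneins Mt1 (-1.32, 0.32) and Mt2 (-0.98, 0.20), which bind zinc and copper, and the zinc importer Slc39a4 (-0.99, 0.15). Among the genes with the highest fold changes were Cyp17a1, an enzyme of steroid synthesis, at 11.09 ± 0.56 (SD, n = 3) in HFD mice and 12.10 ± 0.34 (SD, n = 3) in HFD + LY mice, Sort1 (0.67, 0.17), a sorting receptor for lipoproteins, and the immediate early gene Junb (0.63, 0.19). At an unadjusted p under 0.05, limma gave 1533 probe sets, 658 higher and 875 lower (42.9% higher, 62.3% after median normalization). The count at an adjusted p under 0.05 was 2 with all 12 arrays in 1 fit, 7 with an intensity trend in the prior, and 0 with the methods' t-test, which gave 1491 at an unadjusted p under 0.05. Without each animal in turn it stayed at 1, with 1052 to 1952 probe sets at an unadjusted p under 0.05. The 3 arrays of each group did not overlap in 2776 probe sets (12.5%, where chance gives 10%). The 1533 probe sets at an unadjusted p were 6.90% of those tested, where chance gives a share of about 0.05.

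**Figure D3:**
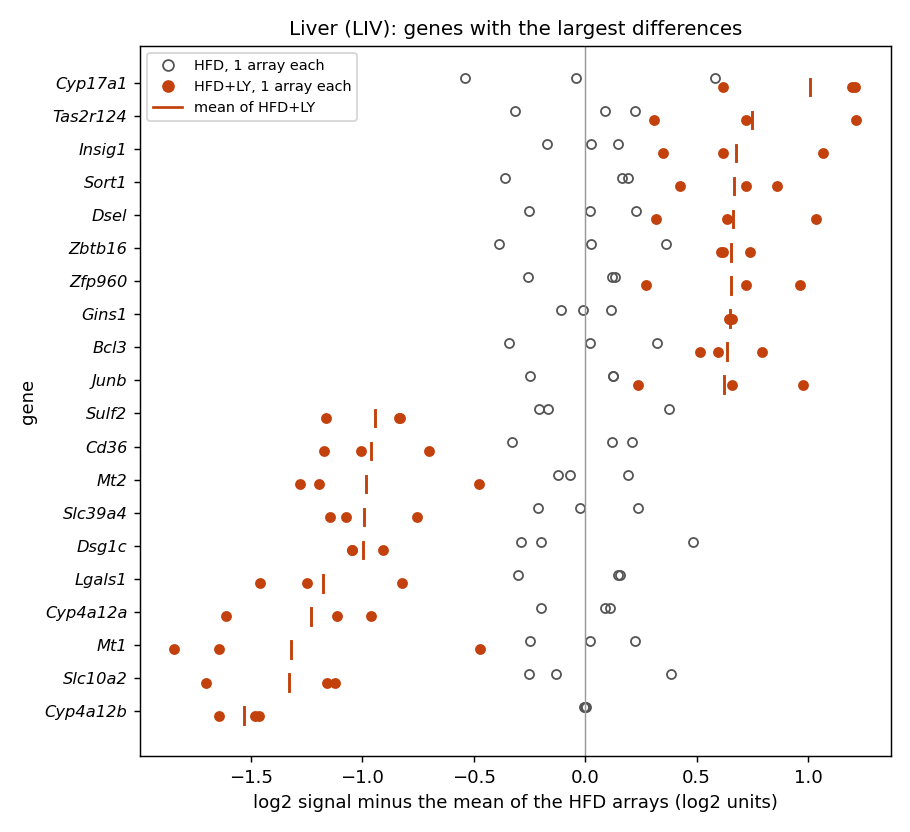
LIV signal of the genes with the 10 largest differences in each direction, chosen as in SAT. The horizontal axis gives the log2 signal of each array minus the mean of the HFD arrays, open circles for HFD, filled circles for HFD + LY, and a line for the HFD + LY mean. Cyp4a12b has the lowest mean (-1.53) and Cyp17a1 the highest (1.01).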

Notably, gene set enrichment analysis (GSEA) and gene ontology (GO) term enrichment applied to expression patterns in SAT identified biological pathways that were widely attenuated (Figure 2D and Supplemental Figure 2A). Among them, adipogenesis, epithelial-mesenchymal transition (EMT), and mTORC1 signaling (Figure 2E) were the pathways most clearly challenged by treatment. 

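The cell cycle list was lower in SAT of HFD + LY mice by camera (adjusted p = 8.6e-20) but not with an estimated correlation (adjusted p = 0.521) or fry (0.567). Of the 61 measured genes of the cell cycle list, 26 were lower and 0 higher at an unadjusted p under 0.05 from limma, 35 did not pass, and the median log2 fold change was -0.34. Among them, the mitotic cyclin Ccnb2 had a log2 signal of 8.93 ± 0.17 (SD, n = 3) in HFD mice and 8.22 ± 0.18 (SD, n = 3) in HFD + LY mice, Ccne2, a cyclin of entry into S phase, had a log2 fold change of -0.53 (standard error 0.12), and Stmn1, a microtubule regulator, one of -1.05 (standard error 0.23). Of 24 genes of cholesterol synthesis and uptake, 1 was lower, 1 higher and 22 did not pass, yet 20 had a negative fold change (median -0.19), among them the sterol enzymes Cyp51 (-0.42, standard error 0.19) and Nsdhl (-0.65, standard error 0.30). Of 33 angiogenesis genes, 5 were lower, 2 higher and 26 did not pass (median -0.11), with the matrix proteins Lum (-0.65, standard error 0.17) and Col3a1 (-0.57, standard error 0.13) among the lower ones. Of 23 glycolysis genes, 1 was lower, 0 higher and 22 did not pass (median -0.17), the lower one being Tpi1 (-0.43, standard error 0.16). In tests adjusted over the list alone, 3 cell cycle and 4 angiogenesis genes were lower and 0 of the cholesterol and glycolysis lists, against 0 genes over all genes tested. By limma's camera, 11 of 25 pathway lists were lower and 0 higher at an adjusted p under 0.05, with adjusted p = 8.6e-20 for the cell cycle, 0.00142 for cholesterol, 0.00664 for angiogenesis and 0.00802 for glycolysis. With an estimated correlation these were adjusted p = 0.521, 0.657, 0.521 and 0.521, and 0 lists passed, as with the rotation test fry, while 14 passed with preranked GSEA. The interferon response (adjusted p = 0.782), Myc target (0.0964), oxidative phosphorylation (0.0744) and bile acid lists (0.824) were not past the threshold by limma's camera. By camera of limma, the interferon list was higher without HFD + LY animal 20 (adjusted p = 0.00221), 1 of the 2 animals with the highest muscle signal in SAT. The Myc target list had an adjusted p of 0.0498 without animal 16 and 0.00612 without animal 18, and the oxidative phosphorylation list 0.00593 without animal 14, 0.0328 without animal 18 and 0.0354 without animal 20. The adjusted p of the glycolysis list was 0.157 without HFD animal 11, the other animal with the highest muscle signal, 0.0581 without animal 16 and 0.0888 without animal 18, and 0.00119 without both animals 11 and 20, an alternative chosen after seeing the data. Its median was -0.025 without animal 11, -0.083 without animal 16 and -0.29 without animal 20. The cell cycle median was -0.18 without animal 8, and the cholesterol median -0.11 without animal 8, -0.34 without animal 11 and -0.10 without animal 16, with Nsdhl at -0.37 without animal 8. The adjusted p of the cholesterol list was 0.0670 without HFD animal 8, and that of the angiogenesis list 0.0590 without HFD animal 14.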

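The adipogenesis list was lower in SAT of HFD + LY mice by camera (adjusted p = 0.00794) but not with an estimated correlation (adjusted p = 0.657) or fry (0.567). Of 160 measured members, 15 were lower and 6 higher at an unadjusted p under 0.05 from limma, 139 did not pass, and the median log2 fold change was -0.062. Lpl, the lipase that releases fatty acids from lipoproteins, had a log2 signal of 11.98 ± 0.065 (SD, n = 3) in HFD mice and 11.46 ± 0.15 (SD, n = 3) in HFD + LY mice, and Gpd1, which makes glycerol 3-phosphate for triglycerides, one of 13.19 ± 0.27 (SD, n = 3) in HFD mice and 12.55 ± 0.19 (SD, n = 3) in HFD + LY mice. Of 175 EMT genes, 21 were lower, 7 higher and 147 did not pass (median -0.077), with Mest, an imprinted gene tied to fat expansion (log2 fold change -0.96, standard error 0.23), and the proteoglycan Gpc1 (-0.84, standard error 0.19) among the lower ones. Of 167 mTORC1 signaling genes, 13 were lower, 3 higher and 151 did not pass (median -0.099), with Phgdh, the entry enzyme of serine synthesis (-0.50, standard error 0.13), the chaperone Calr (-0.39, standard error 0.094) and the mitotic kinase Aurka (-0.39, standard error 0.11) among the lower ones. Adjusted over the list alone, 0 genes of the 3 lists passed, as over all genes tested. By camera the adjusted p was 0.00794 for adipogenesis, 0.00794 for EMT and 0.000185 for mTORC1 signaling, and with an estimated correlation the adjusted p was 0.657, 0.657 and 0.521. Without the 9 genes shared with the cholesterol list, the mTORC1 signaling list had an adjusted p of 0.000454. The adipogenesis list had an adjusted p of 0.277 after quantile normalization (median -0.014), 0.0766 without HFD animal 8, 0.118 without HFD animal 14 and 0.160 without HFD + LY animal 20, 1 of the 2 with the highest muscle signal in SAT. The EMT list had an adjusted p of 0.0609 without animal 8 and 0.309 without animal 14. With 1 animal left out, medians that moved by more than 1.5 times included -0.038 without animal 16 for adipogenesis, and -0.051 without animal 8 and -0.049 without animal 14 for EMT.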

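In SAT of HFD + LY mice, the fatty acid synthesis list was lower by camera (adjusted p = 0.00173) but not with an estimated correlation (adjusted p = 0.521) or fry (0.567). Of 23 measured members of the list, 6 were lower and 1 higher at an unadjusted p under 0.05 from limma, 16 did not pass, and the median log2 fold change was -0.17. Fasn, the fatty acid synthase, had a log2 signal of 12.44 ± 0.27 (SD, n = 3) in HFD mice and 11.66 ± 0.34 (SD, n = 3) in HFD + LY mice, a log2 fold change of -0.78 with a standard error of 0.20. Elovl6, which elongates saturated fatty acids, had 9.36 ± 0.27 (SD, n = 3) in HFD mice and 8.64 ± 0.25 (SD, n = 3) in HFD + LY mice, a log2 fold change of -0.71 with a standard error of 0.17. The cytochrome P450 gene Cyp2e1 had 11.84 ± 0.092 (SD, n = 3) in HFD mice and 11.15 ± 0.090 (SD, n = 3) in HFD + LY mice, a log2 fold change of -0.69 with a standard error of 0.099. Slc25a1, the mitochondrial citrate carrier (-0.51, standard error 0.17), and the lipase-family gene Pnpla3 (-0.73, standard error 0.26) were also lower. The unadjusted p from limma was 0.00445 for Fasn, 0.00339 for Elovl6 and 0.000128 for Cyp2e1, and the groups of these 3 genes did not overlap, while their adjusted p was 0.908, 0.908 and 0.197. Adjusted over the list alone, 0 genes of the synthesis list passed, as over all genes tested. With array weights in limma the adjusted p was 0.0263 for Fasn, 0.0321 for Elovl6 and 0.0229 for Cyp2e1. These weights lean most on HFD + LY animal 16. With all 12 arrays in 1 fit the adjusted p was 0.333, 0.298 and 0.00659. Without animals 11 and 20, an alternative chosen after seeing the data that leaves only 4 arrays, the adjusted p from limma was 0.0149, 0.0378 and 0.0304. The median of the list was -0.32 without animal 11 and -0.37 without animal 20.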

Validation of microarray results by means of real time-PCR disclosed that genes related to the lipid biosynthesis (e.g., *Cyp2e1*, *Fasn*, *Elovl6*) were less expressed in SAT and VAT of HFD + LY mice, when compared with HFD-fed mice. 

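Of 19 measured genes of fatty acid uptake and binding, 2 were lower and 0 higher in SAT of HFD + LY mice at an unadjusted p under 0.05 from limma, 17 did not pass, and the median log2 fold change was -0.072. Fabp5, a fatty acid binding protein of adipocytes and macrophages, had a log2 signal of 12.02 ± 0.60 (SD, n = 3) in HFD mice and 11.31 ± 0.30 (SD, n = 3) in HFD + LY mice (log2 fold change -0.70, standard error 0.29), while the fatty acid translocase Cd36 stayed within the spread of its replicates, at 13.20 ± 0.14 (SD, n = 3) in HFD mice and 13.19 ± 0.030 (SD, n = 3) in HFD + LY mice (log2 fold change -0.015, standard error 0.10). Lgals1, the matrix-associated galectin 1, had a log2 fold change of -0.18 (standard error 0.12), which was -0.088 without animal 16, -0.28 without animal 20, -0.092 after quantile normalization and -0.35 with array weights. Of 3 genes tied to inflammation, Gsto1, a glutathione transferase, had -0.37 (standard error 0.11), S100a8, a calgranulin of neutrophils, -1.06 (standard error 0.33), and Tlr8, a receptor for single-stranded RNA, -0.46 (standard error 0.11). Insig1, which holds back the activation of sterol regulatory proteins, had a log2 signal of 10.89 ± 0.75 (SD, n = 3) in HFD mice and 9.88 ± 0.52 (SD, n = 3) in HFD + LY mice. The unadjusted p from limma was 0.0400 for Fabp5, 0.888 for Cd36, 0.185 for Lgals1, 0.00890 for Gsto1, 0.0127 for S100a8, 0.00362 for Tlr8 and 0.0312 for Insig1, and the adjusted p ran from 0.908 for Tlr8 to 0.998 for Cd36. Leaving out animal 8, 14, 16 or 18 ended the unadjusted call of Fabp5, with a log2 fold change of -0.45, -0.63, -0.59 and -0.64, and that of Insig1, with -0.70, -0.90, -0.84 and -0.87, and S100a8 lost its call without animal 18 (-0.88). With the methods' t-test 0 of these 3 genes passed, and Fabp5 did not after quantile normalization. With array weights in limma the log2 fold change was -1.05 for Fabp5 (adjusted p = 0.0441), -1.49 for Insig1 (adjusted p = 0.0383), -1.44 for S100a8 (adjusted p = 0.0271) and -0.56 for Tlr8 (adjusted p = 0.0366). These weights lean most on HFD + LY animal 16. Without animals 11 and 20, whose SAT carried muscle signal, an alternative chosen after seeing the data, limma gave a log2 fold change of -1.72 for Insig1 (adjusted p = 0.00430) and -1.69 for S100a8 (adjusted p = 0.00206) and one more than 1.5 times as large as with all arrays for Fabp5 (adjusted p = 0.0112), while Tlr8 did not pass (adjusted p = 0.0555). That alternative rests on only 4 arrays. Of the 10 genes measured by PCR in SAT that have a symbol on the array, 8 were lower when adjusted over the list alone and 0 over all genes tested; the study chose this list on these samples, so its count is not independent evidence. Srebf1 was not analysed here. By camera the uptake list had an adjusted p of 0.0143 (0.521 as adjusted p with an estimated correlation), and 1 gene was lower when adjusted over the list alone. Of 163 inflammatory response genes, 6 were lower, 9 higher and 148 did not pass (adjusted p = 0.824 from limma's camera, median -0.0098, which was 0.0023 after quantile normalization). Without HFD animal 11, whose SAT carried muscle signal, that adjusted p was 0.0500 and the median -0.053. The uptake list had an adjusted p of 0.0961 after quantile normalization, 0.0696 without HFD animal 8, 0.0590 without HFD animal 14 and 0.0613 without HFD + LY animal 16. Its median was -0.12 without animal 8, -0.047 without animal 16 and -0.17 without animal 20.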

A similar trend was seen in genes related to fatty acid uptake (*Cd36*, *Fabp5*), EMT (*Lgals1*), the inflammatory response (*Gsto1*, *S100a8*, *Tlr8*), and the control of fatty acids biosynthesis (*Srebf1*, *Insig1*), resembling the expression patterns revealed in NC lean mice (Figure 2, F and G). These results confirm the potential of reducing the adipogenic commitment and adipocyte hypertrophy in adipocyte progenitors (Supplemental Figure 1C), thus inhibiting the onset of obesity by a compound targeting S6K1 in adipose tissue.

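Markers of fibroblasts and adipocyte progenitors in SAT did not move together. Of 19 measured markers, 3 were lower and 0 higher in HFD + LY mice at an unadjusted p under 0.05 from limma and 16 did not pass, and 2 were lower when adjusted over the list alone against 0 over all genes tested. Their median log2 fold change was 0.044 and their mean -0.053, and the list was not past the threshold by camera (adjusted p = 0.687, and adjusted p = 0.965 with an estimated correlation). Of 15 markers of brown or beige adipocytes, 0 were lower and 0 higher at an unadjusted p under 0.05 from limma (median -0.021, mean 0.017, adjusted p = 0.815 from limma's camera). The paper sets its expression results in fat beside its data on adipocyte progenitors (Supplemental Figure 1C), which were not analysed here, where it concludes that a compound directed at S6K1 can lessen adipogenic commitment and the enlargement of adipocytes.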

In contrast, gene expression patterns in liver pointed at distinctive variations that included significant effects related to cholesterol homeostasis and mTORC1 signaling (increased), and the downregulation of transcripts associated with EMT, angiogenesis, and the inflammatory response of obese mice under treatment (Figure 3, C and D), among others (Figure 3E). 

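The list of cholesterol synthesis and uptake was higher in LIV of HFD + LY mice by camera (adjusted p = 2.0e-10) but not with an estimated correlation (adjusted p = 0.242) or fry (0.264). All 24 measured members had a positive fold change, 9 were higher and 0 lower at an unadjusted p under 0.05 from limma, 15 did not pass, and the median log2 fold change was 0.43. That median was 0.28 without HFD + LY animal 18, where Hmgcs1 had a log2 fold change of 0.42 against 0.71 with all arrays. Msmo1, a sterol methyl oxidase, had a log2 signal of 9.45 ± 0.18 (SD, n = 3) in HFD mice and 10.23 ± 0.62 (SD, n = 3) in HFD + LY mice, Hmgcs1, the synthase that feeds the mevalonate pathway, one of 9.10 ± 0.19 (SD, n = 3) in HFD mice and 9.81 ± 0.63 (SD, n = 3) in HFD + LY mice, and Insig1 one of 10.64 ± 0.16 (SD, n = 3) in HFD mice and 11.32 ± 0.36 (SD, n = 3) in HFD + LY mice. Of 167 mTORC1 signaling genes, 14 were higher, 5 lower and 148 did not pass (median 0.041), with Tuba4a, an alpha tubulin (log2 fold change 0.40, standard error 0.091), and Polr3g, a subunit of RNA polymerase III (0.34, standard error 0.12), among the higher ones. Of 175 EMT genes, 18 were lower, 3 higher and 154 did not pass (median -0.075), with the transcription factor Prrx1 (-0.68, standard error 0.096) and the tropomyosin Tpm2 (-0.60, standard error 0.13) among the lower ones. Of 33 angiogenesis genes, 4 were lower, 0 higher and 29 did not pass (median -0.094), among them the protease inhibitor Timp1 (-0.48, standard error 0.14). Of 163 inflammatory response genes, 22 were lower, 2 higher and 139 did not pass (median -0.074), with the complement receptor C3ar1 (-0.46, standard error 0.11) and Irf7, a regulator of interferon genes (-0.74, standard error 0.12), among the lower ones. In tests adjusted over the list alone, 2 EMT genes and 1 inflammatory response gene were lower and 0 passed in the cholesterol, mTORC1 and angiogenesis lists, against 0 of these genes over all genes tested. By camera the adjusted p was 2.0e-10 for cholesterol, 0.00306 for mTORC1 signaling, 0.00104 for EMT, 0.00175 for angiogenesis and 0.00104 for the inflammatory response. With an estimated correlation these were adjusted p = 0.242, 0.117, 0.12, 0.134 and 0.117. Without the 9 genes shared with the cholesterol list, the mTORC1 signaling list had an adjusted p of 0.0223. Besides the inflammatory response, 10 of 24 macrophage markers were lower and 0 higher at an unadjusted p under 0.05 from limma (median -0.27). By camera the adjusted p was 4.2e-11 for macrophage, 0.000129 for Kupffer cell and 0.000129 for dendritic cell markers, all lower, and with an estimated correlation the adjusted p was 0.116, 0.288 and 0.116. The Kupffer cell list had an adjusted p of 0.0809 without HFD animal 8.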

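The interferon list was lower in LIV by camera (adjusted p = 7.7e-09) but not with an estimated correlation (adjusted p = 0.194) or fry (0.137). Of 52 measured members, 14 were lower and 0 higher in HFD + LY mice at an unadjusted p under 0.05 from limma, 38 did not pass, and the median log2 fold change was -0.20. Cmpk2, a mitochondrial kinase induced by interferon, had a log2 signal of 8.22 ± 0.061 (SD, n = 3) in HFD mice and 7.66 ± 0.17 (SD, n = 3) in HFD + LY mice, and Oas1g, an antiviral synthetase, a log2 fold change of -0.38 (standard error 0.10). Of 61 cell cycle genes, 8 were lower, 1 higher and 52 did not pass (median -0.10), with the mitotic kinase Plk1 (-0.35, standard error 0.11) and Cdk1 (-0.33, standard error 0.11) lower and the replication factor Gins1 (0.65, standard error 0.093) higher. A further 3 lists with small shifts were called higher by limma's camera, Myc targets and ribosome biogenesis (adjusted p = 0.00185), oxidative phosphorylation (0.0295) and bile acid synthesis and transport (0.0328). Their adjusted p with an estimated correlation was 0.194, 0.533 and 0.411, past the threshold for 0 of the 3. Of 72 Myc target genes, 1 was higher and 0 lower at an unadjusted p under 0.05 from limma (median 0.056, 55 genes with a positive fold change), of 57 oxidative phosphorylation genes 0 were higher and 1 lower (median 0.037, 45 positive), and of 23 bile acid genes 0 were higher and 0 lower (median 0.052, 18 positive). When adjusted over the list alone, 2 interferon genes were lower, 1 cell cycle gene was higher and 0 genes of the other 3 lists passed, against 0 of these genes over all genes tested. In all, 14 of 25 pathway lists passed by limma's camera, 5 higher and 9 lower, with adjusted p = 7.7e-09 for the interferon response and 0.00306 for the cell cycle. With an estimated correlation these were adjusted p = 0.194 and 0.194, and 0 of the 25 lists passed, while fry called 2 and preranked GSEA 19. With other settings, the cell cycle list had an adjusted p of 0.413 with dim probe sets left out and 0.154 without HFD animal 8. The oxidative phosphorylation list had 0.402 without HFD animal 11, 0.0798 without HFD + LY animal 16, 0.0819 without animal 20, 0.0875 with dim probe sets left out and 0.206 after quantile normalization, and the bile acid list 0.0709 without animal 11, 0.309 without animal 14, 0.110 without animal 16, 0.176 without animal 18, 0.0884 with dim probe sets left out and 0.173 after quantile normalization. The cell cycle median was -0.057 without animal 8, the Myc target median 0.086 without animal 20, the oxidative phosphorylation median 0.012 without animal 11, and the bile acid median 0.097 without animal 8, 0.030 without animal 14, 0.027 without animal 18 and 0.13 without animal 20.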

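Among LIV genes of fatty acid metabolism, Cyp4a12b fell, with a log2 signal of 11.21 ± 0.0061 (SD, n = 3) in HFD mice and 9.68 ± 0.10 (SD, n = 3) in HFD + LY mice (log2 fold change -1.53, standard error 0.091). Its paralog Cyp4a12a, whose probes may share targets with it, had 12.04 ± 0.17 (SD, n = 3) in HFD mice and 10.81 ± 0.34 (SD, n = 3) in HFD + LY mice (log2 fold change -1.23, standard error 0.17), and Cd36 had 9.98 ± 0.29 (SD, n = 3) in HFD mice and 9.02 ± 0.24 (SD, n = 3) in HFD + LY mice (log2 fold change -0.96, standard error 0.17). The fatty acid receptor Ffar4 had a log2 fold change of -0.31 (standard error 0.11), while Cyp2e1 (-0.0090, standard error 0.087) and the adipogenic nuclear receptor Pparg (-0.0021, standard error 0.23) differed by less than the spread of their replicates. Lgals1 had a log2 signal of 10.73 ± 0.26 (SD, n = 3) in HFD mice and 9.56 ± 0.32 (SD, n = 3) in HFD + LY mice, the necroptosis effector Mlkl a log2 fold change of -0.55 (standard error 0.13) and Tlr8 one of -0.35 (standard error 0.11). The unadjusted p from limma was 7.2e-08 for Cyp4a12b, 6.8e-05 for Cyp4a12a, 0.000358 for Cd36, 0.000152 for Lgals1, 0.00261 for Mlkl, 0.0119 for Tlr8, 0.0230 for Ffar4, 0.920 for Cyp2e1 and 0.993 for Pparg. Ffar4 did not pass without animal 11, 14, 16 or 18, with a log2 fold change of -0.27, -0.25, -0.29 and -0.27. With the intensity trend in limma Cyp4a12a (adjusted p = 0.0279) and Lgals1 (adjusted p = 0.0497) also passed, and with all 12 arrays in 1 fit Cyp4a12a (adjusted p = 0.0298). Of these 9 genes, 7 were lower when adjusted over the list alone and 1, Cyp4a12b, over all genes tested; the study chose this list on these samples, so the first count is not independent evidence. Of 23 genes of fatty acid synthesis and desaturation, 0 were lower and 0 higher at an unadjusted p under 0.05 from limma, and the list was not past the threshold by camera (adjusted p = 0.410, with 0.00859, higher, without HFD + LY animal 16). Of 19 genes of uptake and binding, 5 were lower, 0 higher and 14 did not pass, 1 was lower when adjusted over the list alone, and the list was lower by camera (adjusted p = 0.0346, and adjusted p = 0.194 with an estimated correlation). That adjusted p was 0.0595 without HFD animal 8, 0.0726 without HFD + LY animal 16, 0.0690 without animal 20 and 0.0512 with dim probe sets left out.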

Of note, expression of genes related to fatty acids biosynthesis (e.g., *Cyp4a12a, Cyp4a12b, Cyp2e1*, *Pparg*) and fatty acids uptake (*Ffar4*, *Cd36*) was compromised by LY, while the synthesis of mRNAs related to the EMT (*Lgals1*), and those representative of changes affecting the inflammatory response (*Mlkl*, *Tlr8*), was also downregulated (Figure 3F), mirroring — to some extent — what we found in fat samples. 

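The median log2 fold change of the 167 measured mTORC1 signaling genes was -0.099 in SAT, where 120 were negative, and 0.041 in LIV, where 106 were positive, and the median difference between the SAT and LIV log2 fold changes was -0.13. The 24 cholesterol genes differed most, with a median difference of -0.62, and genes of fatty acid synthesis (-0.21), the cell cycle (-0.22), Myc targets and ribosome biogenesis (-0.098), oxidative phosphorylation (-0.079) and the integrated stress response (-0.074) also lay lower in SAT relative to LIV. The interferon list lay higher in SAT relative to LIV (0.15). These lists share genes and are not separate results. The mTORC1 list shares 6 measured genes with the cell cycle list, others such as Phgdh and Sesn2 with the stress response list, and Elovl6 with the fatty acid synthesis list. Insig1, a gene of both the mTORC1 and the cholesterol list, had a difference between its SAT and LIV log2 fold changes of -1.68 (standard error 0.47, adjusted p = 0.660 from limma, and 0.636 with the animal as a block), which is not past the threshold. The test of the difference was the tissue by treatment interaction in limma on all 12 arrays, followed by camera. The adjusted p was 7.1e-07 for mTORC1 signaling (adjusted p = 0.302 with an estimated correlation) and 1.1e-05 without its 9 sterol genes, 2.9e-11 for cholesterol (0.425 as adjusted p with an estimated correlation), 2.3e-07 for the cell cycle, 6.7e-05 for the interferon response, 0.000800 for Myc targets, 0.00628 for fatty acid synthesis, 0.00298 for oxidative phosphorylation and 0.0119 for the integrated stress response. These other 6 lists had an adjusted p of 0.425 to 0.533 with an estimated correlation. In all, 11 of 25 lists passed and 0 with an estimated correlation. With the animal as a replicate block, 10 lists passed and the mTORC1 signaling list had an adjusted p of 5.3e-07. Of single probe sets, 1 had a higher and 8 a lower fold change in SAT than in LIV at an adjusted p under 0.05 from limma, with 1380 at an unadjusted p under 0.05, and with the block 0 passed (1471 unadjusted, smallest adjusted p = 0.0813). The higher one was Cyp4a12b. The lower ones were Mup2, Mup22, Mup19 and 5 probe sets without a symbol. Those 5 had SAT log2 fold changes of -1.51 to -1.72, close to those of the Mup genes, and may not be separate signals. The count of 9 was 0 without animal 14, 1 without animal 8, 11 or 18, and 5 without animal 20. The 1380 probe sets at an unadjusted p were 6.21% of those tested, where chance gives a share of about 0.05. The oxidative phosphorylation list had an adjusted p of 0.866 without animal 11 and 0.0934 without animal 16, the fatty acid synthesis list 0.143 without animal 8, and the integrated stress response list 0.0858 without animal 14 and 0.0597 without animal 16. The median difference of oxidative phosphorylation was -0.0085 without animal 11 and -0.13 without animal 14, that of fatty acid synthesis -0.11 without animal 8, -0.39 without animal 11 and -0.38 without animal 20, that of the cell cycle -0.33 without animal 11, and that of the integrated stress response -0.035 without animal 8, -0.15 without animal 11 and -0.14 without animal 20. Without animals 11 and 20, whose SAT carried muscle signal, an alternative chosen after seeing the data, the mTORC1 signaling list had an adjusted p of 6.1e-06 and the oxidative phosphorylation list 0.392 (median difference -0.037).

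**Figure D4:**
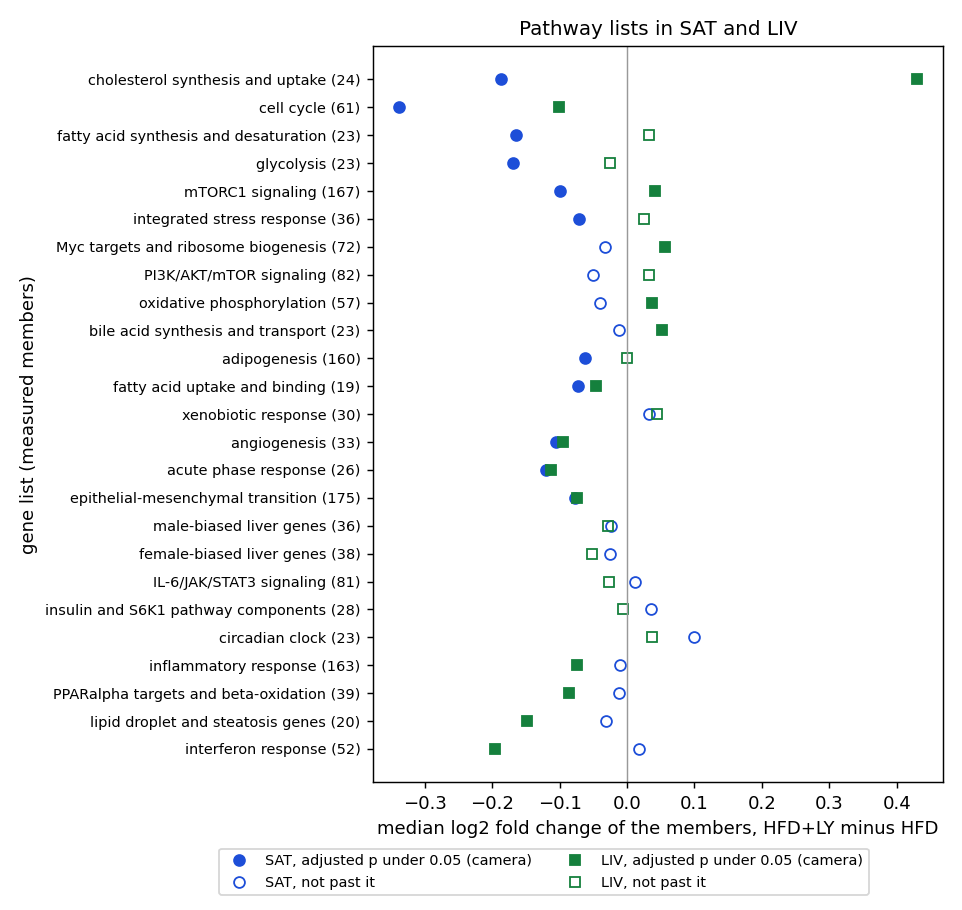
Median log2 fold change of the measured members of each of 25 pathway lists (horizontal axis), blue circles for SAT and green squares for LIV, filled where camera gave an adjusted p under 0.05, with the number of measured members in brackets. The cholesterol list lies at -0.19 in SAT and 0.43 in LIV, and the mTORC1 signaling list at -0.099 and 0.041.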

Intriguingly, an apparent overexpression of genes related to the mTORC1 signaling in HFD + LY mice was opposite to the results obtained in the adipose tissue of the same animals (Figure 3, B–D), suggesting the activation of different signaling cascades in fat and liver. Thus, we checked the activation of Akt, evaluated by its phosphorylation at S473 (hereafter indicated pAkt), as the expression of genes related to PIK3/AKT/mTOR was higher in HFD + LY livers. 

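In LIV of HFD + LY mice, 6 of 82 measured PI3K/AKT/mTOR genes were higher and 3 lower at an unadjusted p under 0.05 from limma, 73 did not pass, and the median log2 fold change was 0.032. The stress kinase Mapk8 had a log2 signal of 8.42 ± 0.096 (SD, n = 3) in HFD mice and 8.78 ± 0.14 (SD, n = 3) in HFD + LY mice, the protein kinase A subunit Prkar2a a log2 fold change of 0.26 (standard error 0.10) and the ubiquitin enzyme Ube2n one of 0.25 (standard error 0.093). Irs1, the insulin receptor substrate upstream of Akt, had a log2 fold change of 0.21 (standard error 0.13) in LIV and 0.24 (standard error 0.21) in SAT, neither past an unadjusted p of 0.05 from limma in the fit reported. Both passed that threshold in limma without HFD + LY animal 20, with a log2 fold change of 0.32 in LIV (adjusted p = 0.556) and 0.50 in SAT (adjusted p = 0.231). In SAT so did Irs1 with array weights (0.38, adjusted p = 0.157 from limma) and, as an alternative chosen after seeing the data, without animals 11 and 20 (0.46, adjusted p = 0.0986), while without animal 18 its log2 fold change was 0.054 and without animal 16 0.15. In LIV it was 0.12 without animal 11 and 0.13 without animal 16. In SAT, 3 genes of the list were lower, 2 higher and 77 did not pass (median -0.051), and the list lay lower in SAT relative to LIV by the interaction test (adjusted p = 0.0153, 0.0211 with the animal as a block, and adjusted p = 0.533 with an estimated correlation). Adjusted over the list alone, 0 genes passed in LIV and 0 in SAT, as over all genes tested. By limma's camera the list was not past the threshold in LIV (adjusted p = 0.0770) or SAT (0.153). In LIV the adjusted p was 0.0296 with preranked GSEA and 0.0412 without HFD + LY animal 20, and in SAT 0.0371 with preranked GSEA, 0.0314 without HFD animal 11, whose SAT carried muscle signal, and 0.0328 without animal 18. The interaction had an adjusted p of 0.116 without animal 14, 0.0934 without animal 16 and 0.0505 without animal 20. From the higher expression of PIK3/AKT/mTOR genes in these livers, the paper reasons that the activation of Akt should be examined there, and measured its phosphorylation.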

Consistently, pAkt was significantly upregulated in these livers (Figure 3G) but not in fat samples from HFD + LY mice (Supplemental Figure 2B), pointing at alternate mechanisms leading to distinctive variations accounting for physiological changes in adipose tissues and the liver parenchyma, the latter being more complex and relevant for lipid homeostasis.

Of note, treatments of LY on mouse hepatoma cells confirmed these in vivo results from liver samples. First, Hepa1-6 hepatocytes were prompted to accumulate lipid by a combination of palmitate-oleate (PA/OA), mimicking HFD-induced hepatosteatosis (23) and were treated with LY (PA/OA + LY) for 24 hours. Then, pS6K1, pS6, and pAkt; the amount of lipid (Oil Red O staining) and intracellular TGs; and the expression of preselected marker genes were quantified. We observed that LY blocked the kinase activity of S6K1 and, thus, diminished pS6 in these cells (Supplemental Figure 3A). In parallel, microscopic assessment of lipid droplets by Oil Red O staining (Supplemental Figure 3B), and quantification of TG by a colorimetric assay (Supplemental Figure 3C), revealed the significant reduction of these lipids in the LY-treated Hepa1-6 hepatoma cells. Also of interest, hepatocytes incubated with PA/OA and challenged with LY (PA/OA + LY) showed increased pAkt (Supplemental Figure 3A) and gene expression patterns coincident with those assessed in vivo (Figure 3F) — namely, decreased *Cyp4a12a/b*, *Lgals1*, *Mlkl*, and *Tlr8* (Supplemental Figure 3D). These data support the impact of LY measured in the liver transcriptome.

Another question of clear interest was whether treatments of LY modified the cellular composition and heterogeneity of adipose tissues (24), as analyses in S6k1^–/–^ mice showed important variations in this regard (13). Here, we utilized in silico deconvolution to computationally estimate the relative proportions of distinct cell types in bulk SAT and liver transcriptome data sets. Accordingly, the reanalysis of the transcriptomic profiles assessed in SAT depicted single variations accounting for changes in the extent of interstitial DCs (iDC) and epithelial cells (increased), and lower amounts of adipocytes (*P* = 0.073) in HFD-fed mice when treated with LY (Supplemental Figure 4A). In addition, a few significant changes were revealed in liver, as well — namely, the decreased expression of markers for proinflammatory type M1 macrophages and endothelial cells (Supplemental Figure 4B) in those specimens where LY dampens hepatic inflammation.

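Marker genes written for these cell types gave the following in SAT. Of 24 adipocyte markers, 4 were lower and 0 higher in HFD + LY mice at an unadjusted p under 0.05 from limma and 20 did not pass, with the adipokines Adipoq (log2 fold change -0.22, standard error 0.091) and Retn (-0.22, standard error 0.093) and the carbonic anhydrase Car3 (-0.22, standard error 0.093) among the lower ones. Of 23 dendritic cell markers, 3 were lower, 1 higher and 19 did not pass (median -0.14), and the lower ones were the class II genes H2-Ab1 (-0.43, standard error 0.17) and H2-Eb1 (-0.35, standard error 0.14) and their transactivator Ciita (-0.25, standard error 0.10), which other antigen-presenting cells also express. Of 25 epithelial markers, 0 were lower and 0 higher, among them Cldn4 (0.11, standard error 0.093) and Spint2 (0.15, standard error 0.12). When adjusted over the list alone, 1 adipocyte marker was lower and 0 of the other lists passed, against 0 over all genes tested. By camera the adjusted p was 0.181 for adipocyte (median -0.027, 0.071 after quantile normalization), 0.0380 for dendritic cell and 0.815 for epithelial markers (median 7.7e-05, mean -0.0100). With an estimated correlation the dendritic cell list had an adjusted p of 0.965. The skeletal muscle list, high in HFD animal 11 and HFD + LY animal 20, had an adjusted p of 0.662, and 0.0292, higher, without animal 11, 0.000140, lower, without animal 20, and 0.000952, lower, without animal 8. Without both animals 11 and 20, an alternative chosen after seeing the data, it was lower by camera (adjusted p = 3.7e-05, median -0.48), with HFD animal 14 the highest array left. With an estimated correlation, 0.955 for the muscle list, its adjusted p on all SAT arrays was 0.965. The smaller p-values rest on the preset correlation of 0.01 and overstate the evidence. Without HFD animal 11, the adipocyte list had an adjusted p of 0.0335 and a median of -0.081. Without HFD animal 8 or 14 or HFD + LY animal 16, 18 or 20, the dendritic cell list had an adjusted p of 0.0922, 0.174, 0.0565, 0.119 and 0.102, respectively.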

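The endothelial marker list was lower in LIV of HFD + LY mice by camera (adjusted p = 4.9e-06) but not with an estimated correlation (adjusted p = 0.288) or fry (0.181). Of 28 measured, 7 were lower and 0 higher at an unadjusted p under 0.05 from limma, 21 did not pass, and the median log2 fold change was -0.19. The tight junction gene Cldn5 had a log2 signal of 8.77 ± 0.17 (SD, n = 3) in HFD mice and 8.17 ± 0.32 (SD, n = 3) in HFD + LY mice, Clec4g, a lectin of sinusoidal endothelium, a log2 fold change of -0.37 (standard error 0.13), and the endothelial transcription factor Sox17 one of -0.31 (standard error 0.12). Of 26 M1 macrophage markers, 4 were lower, 0 higher and 22 did not pass (median -0.15), with the costimulator Cd86 (-0.39, standard error 0.15), the chemokine Cxcl9 (-0.26, standard error 0.085) and the chemokine receptor Ccr7 (-0.25, standard error 0.096) among the lower ones. Of 19 M2 macrophage markers, 1 was lower, 0 higher and 18 did not pass (median -0.10). Adjusted over the list alone, 0 markers of the 3 lists passed, as over all genes tested. By camera the adjusted p was 4.9e-06 for endothelial cells, 0.0157 for M1 macrophages and 0.148 for M2 macrophages, and with an estimated correlation the adjusted p was 0.288, 0.288 and 0.288. The M1 list had an adjusted p of 0.0532 without HFD animal 8, 0.0662 without animal 11, 0.133 without HFD + LY animal 16 and 0.0580 after quantile normalization. The M2 list had 0.0183 without HFD animal 14 (median -0.17) and 0.0154 with dim probe sets left out (median -0.13).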

### Untargeted lipidomics in liver underscore the impact of LY on lipid handling.

So far, our results demonstrated that oral administration of the S6K1 inhibitor LY in mice following a HFD regime (a) dampens fat expansion and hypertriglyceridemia, while (b) downregulating a number of molecular cascades in adipose — including adipogenesis, mTORC1 signaling, and inflammation — and (c) modulates the hepatic response to high amounts of fatty acids, such as the activation of key gene nodes related to PIK3/AKT/mTOR signaling and protection against steatosis. Next, we studied in all groups the hepatic lipidome by mass spectrometry. Our aim was to evaluate further therapeutic changes in the TG content and other lipid species related to fatty liver disease in HFD mice. Alterations in the lipid profile of HFD-fed mice when compared with NC (Figure 4, A and B), and in HFD + LY mice when compared with HFD-fed controls (Figure 4, C and D), are shown as volcano plots. Global variations in lipid families are also enclosed, and comparisons within the relative amounts of lipid families are represented in stacked bars (Figure 4E). Noteworthy, many TG species that were increased in samples from HFD when compared with NC mice (e.g., TG 49:1–3, 50:1–4, 51:1–2, 53:2, 54:2) were significantly reduced in the HFD + LY group (Figure 4, A and C). Indeed, significant reduction of the global amount of TG in HFD + LY mice was consistent with data obtained in serum (Figure 1D) and liver (Figure 1J), and also in Hepa1-6 cells (Supplemental Figure 3C). Strikingly, the main downregulation of hepatic TG accomplished by treatments of LY was quite heterogeneous and closely related (*R*^2^ = 0.45, *P* < 0.0001) to the number of double bonds contained in each TG species (Figure 4F). This means that LY mostly influenced the TG composed of saturated fatty acids (e.g., TG 49:1, 50:1, 51:1, 53:2), which are also the lipid species more prone to be upregulated by a sustained 60% HFD (*R*^2^ = 0.36, *P* < 0.0001) (Figure 4F). Also of interest, in HFD + LY mice, several species of phospholipids, including PC, PI, and PS, showed significant variations that were opposite to those reported in HFD, when compared with NC mice (Figure 4, A–D). Specifically, PC that appear more prevalent in NC-fed mice (28%) with regard to the mice under HFD (16.6%, *P* < 0.0001) are to certain extent maintained in HFD + LY mice (20.5%, *P* = 0.0016), highlighting preservation of this phospholipid with demonstrated efficacy in DIO and hyperlipidemia (25, 26). Noteworthy, changes in lipidomes — namely, those affecting TG (Supplemental Figure 5A) but also some variations in PC and PE (Supplemental Figure 5B) — were associated with a significant modulation in the expression of key genes related to the lipid metabolism network (e.g., increased *Enho*, *Zbtb16*, and *Slc2a1* and decreased *Cd36*, *Rgs16*, *Slc27a1*, and *Aebp1*), accomplished through the specific modification of hepatic S6K1 and variations in Akt signaling.

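In LIV of HFD + LY mice, Enho, which encodes the peptide adropin, had a log2 signal of 9.09 ± 0.33 (SD, n = 3) in HFD mice and 9.69 ± 0.068 (SD, n = 3) in HFD + LY mice (log2 fold change 0.61, standard error 0.16), and the transcription factor Zbtb16 one of 10.30 ± 0.38 (SD, n = 3) in HFD mice and 10.96 ± 0.073 (SD, n = 3) in HFD + LY mice (log2 fold change 0.66, standard error 0.17). The glucose transporter Slc2a1 had a log2 fold change of 0.36 (standard error 0.11). Rgs16, a regulator of G protein signaling, had 11.18 ± 0.090 (SD, n = 3) in HFD mice and 10.54 ± 0.22 (SD, n = 3) in HFD + LY mice (log2 fold change -0.64, standard error 0.12), the fatty acid transporter Slc27a1 a log2 fold change of -0.49 (standard error 0.13) and Aebp1, which binds the Fabp4 promoter, one of -0.48 (standard error 0.11). The unadjusted p from limma was 0.00406 for Enho, 0.00452 for Zbtb16, 0.0118 for Slc2a1, 0.000664 for Rgs16, 0.00533 for Slc27a1 and 0.00183 for Aebp1, and all 3 HFD + LY arrays lay on one side of the HFD arrays for each. With Cd36, this makes 7 genes, of which 3 were higher and 4 lower when adjusted over the list alone and 0 over all genes tested; the study chose this list on these samples, so the first count is not independent evidence. In SAT of the same animals, 2 of the 7 were higher and 0 lower at an unadjusted p under 0.05 from limma. Of the 7, Rgs16 differed most between the tissues, by a log2 fold change of 1.00 in SAT relative to LIV (adjusted p of the interaction = 0.0559 from limma, 0.328 with the animal as a block).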

### S6K1 inhibition reduces s.c. fat mass and hepatosteatosis in obese mice.

To assess whether drug-induced S6K1 inhibition does not simply modify transcriptomes and improve lipid homeostasis by suppressing exacerbated weight gain under a HFD, we studied the impact of LY on DIO mice. To set up this model, 8-week-old male C57BL/6N mice were fed a high-fat and high-sucrose diet (or Western diet), known to promote an obese phenotype (27) while fostering impaired metabolism and liver steatosis in C57BL/6 substrains (28). After 10 weeks, mice of ~35 g were treated with LY or vehicle during the following 6 weeks before being terminated (Figure 5A). In this setting, we analyzed the effects of LY on the liver, on the white fat, and in additional tissues, such as brown adipose tissue (BAT), muscle, pancreas, and brain. Samples from obese mice receiving LY (DIO + LY) confirmed the straight impact of the drug (i.e., high levels of pS6K1 plus diminished ^p-S235/236^S6 in treated animals) on liver, SAT, and VAT (Supplemental Figure 6, A–C). A less consistent blockage of S6K1 was observed in other tissues, leading, however, to an increased pS6K1 in BAT, muscle, and pancreas and reduced ^p-S235/236^S6 in the brain (Supplemental Figure 6, D–G). Furthermore, we did not observe consistently the indirect modulation of pAkt correlating with the impact of LY on the liver parenchyma and targeted depots of white fat (Supplemental Figure 6H). As in our first experimental setting of mice treated with LY during diet induction of obesity (Supplemental Figure 7A), treated obese animals consumed the same amount of food as the reference group (Supplemental Figure 7B) but showed a trend to a lessened final body weight (Figure 5B), mainly correlating with the lower amounts of SAT and BAT, as no changes were observed in the weight of depots of VAT (Figure 5, C and D). These results agree with the reduced size of adipocyte and less hypertrophy in SAT (but not in VAT) of LY-treated DIO mice (Figure 5, E–G, and Supplemental Figure 7, C–E). Here again, there was no signs of improved glucose tolerance (Supplemental Figure 7, F and G), and the nonsignificant but apparent downregulation of circulating TG and cholesterol in the DIO + LY group confirms, to some extent, the ability of S6K1 blockage in counteracting impaired lipid homeostasis (Figure 5, H and I). Also in concurrence with results obtained in our first experimental setting, H&E staining (Figure 5J) and colorimetric measures of the hepatic TG content (*P* = 0.18) in DIO + LY extracts (Figure 5K) pointed at changes affecting the build-up of fat in the liver parenchyma. Finally, gene expression measurements confirmed the impact of LY on some of the genes most clearly modified in our first experimental setting — namely, *Cyp4a12a, Cyp4a12b, Pparg*, *Cd36*, and *Lgals1* in the liver (Figure 5L) and *Elovl6*, *Cd36*, *Fabp5*, *Gsto1*, *Lgals1*, *S100a8*, and *Insig1* in SAT (Figure 5M) and/or VAT (Figure 5N). These results confirm that, beyond restraining fat mass expansion, LY may ameliorate dyslipidemia and the deposition of fat in the liver parenchyma by modifying adipose and liver performance in obese mice. Overall, the current pioneering preclinical findings reveal the potential of LY-induced S6K1 blockage as an efficacious therapeutic treatment to hamper fat mass expansion and relieve the burden of dyslipidemia and fatty liver in obese patients.

## Discussion

The worldwide epidemic of obesity is the chief cause of the dramatic increase in a number of pathologies (29–31). Because of dominant genetic traits that encourage caloric intake, food availability, the scale of the epidemic, and the explosion of medical costs related to the burden of metabolic diseases, there is a critical need to develop novel strategies to treat obesity and its sequelae. Inhibiting the recruitment of adipose-derived stromal cells to adipose depots has been considered previously as a potential approach for therapeutic interventions against obesity (32, 33). However, developing this opportunity will require the understanding of the many molecular components that may regulate this recruitment, and it will require the identification of novel inhibitors safe and useful in such intervention therapies. The present study outlines the impact of LY, a ribosomal protein S6K1 inhibitor with demonstrated efficacy in glioblastoma and colon carcinoma xenograft models (19), as a therapeutic compound to block the onset of DIO and related disturbances by regulating the bulk of adipose tissue and accumulation of fat in the liver parenchyma. As first hypothesized, treatments with LY in DIO mice compromised the commitment of fat cell progenitors within depots of white adipose, as shown by gross physiological and histological analysis, and by transcriptional variations assessed in fat samples. Besides the impact on fat mass, the therapeutic blockage of hepatic S6K1 also ameliorated steatosis and dyslipidemia through the molecular changes implemented in liver, as depicted by transcriptomics and lipid signatures. Notably, the drug performed acceptably well also in preestablished obese mice — decoupling, to some extent, the impact on gene expression and improved lipid homeostasis from reduced weight gain during the course of a sustained HFD regime. Thus, our findings indicate that LY may represent an efficacious therapeutic agent to relieve not only the burden of hyperplastic fat depots affecting metabolism, but also the progression of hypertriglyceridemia and fatty liver disease in obese patients (Figure 6).

S6K1 is a key factor involved in the recruitment of precursor fat cells to the adipogenic lineage (9). Mice lacking this effector are protected against DIO due to a lesion in adipogenesis that limits fat mass expansion (13, 17). Concomitant to reduced amounts of adipose tissue, this deficiency causes enhanced osteogenesis and protects against age-related pathologies, leading to an increased lifespan (34). In the present study, we wanted to investigate the therapeutic blockage of S6K1, mimicking the protection against obesity shown by animals lacking this effector. We studied in detail the metabolic and molecular effects depicted in SAT and VAT, as well as in the liver, since they are the major metabolic tissues related to lipid homeostasis. Accordingly, mice receiving a HFD and treated with the drug showed a significant reduction of body weight and accumulated less white adipose tissue (WAT), which is in line with the phenotype of our S6K1-deficient mice (13). Also in agreement with our previous mouse model, morphometric analysis of the adipose tissue showed that fat cells from animals treated with LY present less adipocyte hypertrophy than nontreated controls, and the ability of this compound to block the commitment of precursor stem cells to the adipocyte phenotype was confirmed in vitro. Finally, microarray results and real-time PCR revealed the impact of LY on genes related to fatty acid biosynthesis and lipid uptake, which were expressed to a lesser extent within HFD + LY adipose tissues. For instance, *Srebf1* — a key mediator in the regulation of fatty acid anabolism (35), also triggered by mTORC1 (36, 37) — showed lower expression levels in the HFD group, when compared with NC and HFD + LY mice. This transcription factor is known to be regulated by insulin-induced gene protein 1 (INSIG1), which retains the SCAP/SREBP complex in the ER (38), thus blocking the functional activation of SREBP. Accordingly, *Insig1* is significantly increased in obese rodents (39, 40), while it deters differentiation and lipogenesis in cultured adipocyte precursor cells (40). In the current study, drastic decrease of *Insig1* was observed in the SAT and VAT of HFD + LY mice as compared with the HFD group, similar to the expression pattern for genes related to fatty acid intake, EMT, and inflammation (Figure 2, F and G). In fact, only the expression of genes directly related to proper adipocyte performance — namely, *Cyp2e1*, *Fasn*, and *Elovl6*, among others (41) — was decreased not only in HFD-fed mice, but also in obese animals; it was further compromised by LY in our models, pointing to the impaired adipocyte commitment referred above.

Since hepatic depletion of S6K1 protects against diet-induced hepatosteatosis (18), we also examined changes in liver morphology, gene expression patterns, and lipid composition responding to the blockage of S6K1. Coincident with an alleviation of hepatic steatosis, we computationally detected the downregulation of IL-6/JAK/STAT3 signaling and the inflammatory response (e.g., *Tlr8, Mlkl*), together with impaired EMT (*Lgals1*) in the liver, while the expression of genes related to mTOR was enhanced by LY (Figure 3B). 

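Of 81 measured IL-6/JAK/STAT3 signaling genes in LIV, 7 were lower and 3 higher in HFD + LY mice at an unadjusted p under 0.05 from limma, 71 did not pass, and the median log2 fold change was -0.026, or 0.0047 after median normalization. Il10rb, a receptor subunit for interleukin 10 and type III interferons, had a log2 signal of 8.70 ± 0.12 (SD, n = 3) in HFD mice and 8.27 ± 0.15 (SD, n = 3) in HFD + LY mice, and the lipopolysaccharide coreceptor Cd14 one of 8.11 ± 0.24 (SD, n = 3) in HFD mice and 7.69 ± 0.062 (SD, n = 3) in HFD + LY mice. When adjusted over the list alone, 1 gene was lower, against 0 over all genes tested. By limma's camera the list was not past the threshold (adjusted p = 0.122), with an adjusted p of 0.0158 from preranked GSEA and 0.0322 without HFD animal 14, where its median was -0.041. In SAT, 3 of its genes were lower, 7 higher and 71 did not pass, the higher ones including the interleukin 1 receptors Il1r1 (log2 fold change 0.67, standard error 0.16) and Il1r2 (0.91, standard error 0.28, or 0.60 without animal 8), and the list had an adjusted p of 0.644. Between the tissues its shift was not told apart by the interaction in limma (adjusted p = 0.0862, and 0.00876 without animal 14).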

The PIK3/AKT/mTOR signaling pathway and cholesterol homeostasis are closely interrelated (42). PIK3/AKT, when triggered by insulin, promotes the activation of mTORC1 (43), which in turn mediates the pS6K1 (14). Probably, under conditions of hyperphosphorylated and dysfunctional S6K1 upon treatment with LY, the molecules of phosphorus remain upstream of the cascade, favoring the overactivation of PIK3/AKT and mTORC1, as shown in HFD + LY livers and Hepa1-6 cells. The mechanisms resulting in the different transcriptomic regulations in fat and liver led by LY remain a key question we seek to answer in our future studies.

Serum TG were clearly diminished in obese mice when treated with the drug, as well as TG quantified in the liver parenchyma and in cultured mouse hepatocytes. This may suggest that mice treated with LY oxidize hepatic TG faster than nontreated mice, as β-oxidation is enhanced in both *S6k1*-deficient mice (17) and the liver-specific *S6k1-*depleted mice (18). However, the current available data do not allow proper evaluation of the energy expenditure component, which can be altered over time by the treatment, and deserves further attention in future investigations. Also of interest, PC, PI, and PS were proportionally increased in the liver of the HFD + LY group, in detriment of monosaturated TG, resembling to some extent the lipid signature of NC mice (Figure 4C). Natural phospholipids are available as a heterogeneous mixture of PC with different fatty acyl chains. Previously, a study comparing hepatic lipidomes of HFD-induced obese and metabolically compromised mice to NC-fed lean animals showed significant differences in TG and PC species (44), matching our current results. Ether phospholipids have antioxidant properties and have been found decreased in serum of obese patients (45), while PI appear to show antiobesity effects (46), also correcting dyslipidemia to some extent (47). These findings together support a positive balance of lipid species that may help to maintain the performance of liver even through conditions of HFD, also ameliorating obesity-related hepatosteatosis and dyslipidemia.

Numerous studies have pointed the relevance of p70S6K in conveying signaling cascades related to the burden of obesity and metabolic disturbances (48). Thus, the potential utility of inhibitors directed against S6K1 — namely, PF-4708671 (49) (developed by Pfizer) and LY2584702 (19) (developed by Lilly) — has raised as a feasible therapeutic option in the field (20). Here, we have studied the functional and mechanistic impact that orally administrated LY exerts on adipose tissues and liver, counteracting the effects of a very high–fat dietary regime. We conclude that the use of this specific p70S6K inhibitor hampers the onset of obesity and associated disturbances, such as the progression of fatty liver and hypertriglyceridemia, even though insulin sensitivity did not improve in our treated mice. This may be due to the decreased expression of Insulin receptor substrate 1 (IRS-1), the main target protein of mTORC1-S6K1 signaling (7), in mice under a dietary regime very rich in fatty acids (50). The phenomenon could also prevent the inhibitory feedback that pS6K1 exerts on insulin-induced glucose uptake through promoting inhibitory phosphorylation of multiple serine residues in IRS-1 (51), thus maintaining some degree of insulin resistance even when S6K1 is inhibited. Altogether, these pioneering findings shed light on the molecular mechanisms related to the therapeutic impact of compounds directed against S6K1 on the occurrence and development of DIO and related diseases. They warrant further investigation targeting the potential of LY2584702 as an efficacious therapeutic agent to relieve the burden of dyslipidemia and fatty liver disease in obese patients.

## Methods

### In vivo settings.

Eight-week-old male C57BL/6N mice from Charles River Laboratories were housed in a room with controlled temperature and a 12:12 light/dark cycle (6 a.m.–6 p.m.). Drinking water was provided ad libitum and consisted of running water through a reverse osmosis filter and chlorinated to 9–13 ppm. Bottles were changed weekly with autoclaved bottle and cap. In our initial approach (setting #1), mice were fed with either a standard laboratory chow (12.1 kJ/g; 4% fat, 48% carbohydrate, and 14% protein; Diet 2014S, Teklad Global Diets; Harlan) or a HFD (60% kcal from fat, 20% from protein, 20% from carbohydrate; Research Diets Inc.). During 3 months, mice were treated every 12 hours by oral gavage (25 mg/kg) with the S6K1 inhibitor LY (Axon Medchem BV) or vehicle (30% PEG300 [Sigma-Aldrich], 5% Tween80 [Sigma-Aldrich], and 65% water). Previous assessment of drug dosage and activity was performed during experiment set up (Supplemental Figure 8, A–D), and following Madala et al. (52). After the first 2 weeks of treatment, treated and control mice were challenged with the HFD or maintained under NC (only controls) for 10 weeks. To rule out changes merely related to a lessened weight gain, DIO mice were also treated with LY or vehicle (setting #2). Here, 8-week-old male C57BL/6N mice were fed with a high-fat and high-sucrose Western diet (45% kcal from fat, 15% from protein, 41% from carbohydrate; TD.08811, Harlan Laboratories) for 4 months and challenged with LY or vehicle during the last 6 weeks. The treatment was initiated when these mice weighed 34.3 ± 2.1 g. In both settings, mice growth and body weight were recorded daily, and parameters of food intake and blood glucose were measured. The metabolic phenotype was assessed between weeks 11–15 and included i.p. ITT (in setting #1) or oral glucose tolerance tests (performed in setting #2), as well as blood chemistry (determination of glucose, cholesterol, and TGs in serum and liver necropsies from both settings). At week 12–16, mice were terminated by cardiac puncture and epididymal and inguinal WAT, and liver samples for each mouse were embedded in paraffin or snap frozen in liquid N_2_ and stored at –80ºC. Besides liver and WAT, analyses of different tissues were performed in setting #2 to disclose the potential impact of LY in the BAT, muscle, pancreas, and brain.

### ITT and GTT.

ITT was performed in 18-week-old animals from setting #1 fasted for 6 hours. Blood glucose was measured at 0, 15, 30, 45, and 60 minutes from tail tip with an Accu-Check Active glucometer (Roche) after an i.p. injection of 0.75 U/kg insulin (Humulin R U-100, Lilly). GTT was performed in obese mice from setting #2, receiving LY or vehicle during 5 weeks, and fasted for 12 hours before the assay. There, blood glucose was measured at 0, 15, 30, 60, and 120 minutes after an i.p. injection of a 20% glucose solution (Glucocemin 33%, B. Braun). The areas under the glucose curves were evaluated according to the trapezoidal rule in each animal.

### Histological analysis.

Fat pads and liver pieces of mice from each group were fixed in formalin and embedded in paraffin; they were then cut in 5 μm sections and stained with H&E. ImageJ software (NIH) was used within 20× images to analyze the area of 140–180 adipocytes. Cells were outlined by enhance contrast function, and the calculated area was obtained for each as previously described (21).

### Biochemistry.

Cholesterol and TGs were studied in serum and liver necropsies from both settings. In total, 30 mg of frozen livers were homogenized with a combination of chloroform/isopropanol/IGEPAL CA-630 (7:11:0.1) or 5% IGEPAL CA-360 (I8896, Sigma-Aldrich). These lipids were measured in homogenates and serum using the Triglyceride (MAK266) and Cholesterol (MAK043) Quantification Kits (Sigma-Aldrich).

### In vitro models.

Hepa1-6 (ATCC CRL-1830) murine hepatoma cells were cultured in DMEM supplemented with 10% FBS (Thermo Fisher Scientific), 1% penicillin and streptomycin, and 1% HEPES and NaPyr at 37°C and 5% CO_2_. A combination of PA (200 μM) and OA (300 μM) (Sigma-Aldrich) was used to induce steatosis in these hepatocytes, as previously described (23, 53). Then, cells challenged with PA/OA were also treated with 1 μM LY or vehicle. Treatments were performed 24 hours after seeding and were maintained during 24 hours before harvesting. Human BMSC were cultured and induced to differentiate into mature adipocytes with commercially available differentiation media (ZenBio Inc.). During differentiation, cell media were supplemented with 1 μM LY or vehicle. Nondifferentiating BMSC were maintained in BMSC growth medium supplemented with vehicle.

### Oil Red O staining.

Oil Red O staining was used to determine intracellular lipid content in cells. Cultures of adipocytes and hepatocytes were washed with PBS and fixed with paraformaldehyde 7% (Sigma-Aldrich) for 1 hour. Then, cells were dipped in isopropanol 60% before being completely dried and stained with filtered 5% Oil Red O in isopropanol for 10 minutes at room temperature; they were then washed up to 4 times with distilled water. Pictures were taken using an inverted microscope Leica DM IL LED. After they were completely dried, cells were dipped in 100% isopropanol and incubated up to 10 minutes to elute Oil Red O. Optical density was measured at 500 nm using a PowerWave XS spectrophotometer (BioTek Instruments).

### Gene expression.

Total RNA was extracted from mouse tissues and cells using RNeasy Mini Kit (Qiagen), and concentrations were measured using a Nanodrop ND-1000 Spectrophotometer (Thermo Fisher Scientific). Total RNA was reverse transcribed to cDNA using High Capacity cDNA Archive Kit (Applied Biosystems). Commercially available TaqMan primer/probe sets (Thermo Fisher Scientific) and forward/reverse SYBR Green paired primers were used to analyze the gene expression with a Light Cycler 480 II (Roche Diagnostics). The peptidyl propyl isomerase A (Ppia) and β-actin (Actb) were used as housekeeping references. TaqMan assays and SYBR Green forward/reverse primer sets are listed as Supplemental Table 1.

### Western blot.

Cells and tissues were homogenized using a T10 basic ULTRA-TURRAX (IKA-Werke GmbH). Protein was extracted using CHAPS lysis buffer, containing 0.3% CHAPS, 40 mM HEPES, 120 mM NaCl, 1 mM EDTA, 10 mM pyrophosphate, 15 mM sodium orthovanadate, 50 mM sodium fluoride (NAF), and 10 mM glycerol phosphate and supplemented with protease and phosphatase inhibitors. Cells were washed with cold PBS and collected by scraping on ice with cell lysis buffer (Cell Signaling Technology). Cell lysates were kept in agitation for 30 minutes. Tissue and cell lysates were centrifuged at 10,000*g* for 10 minutes at 4°C to discard cell and tissue debris. Protein was quantified using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Protein extracts were separated using 4%–20% precast polyacrylamide gel (Bio-Rad) and transferred to polyvinylidene fluoride (PVDF) membranes (GE Healthcare). Membranes were blocked with 5% BSA (PanReac AppliChem) in 0.1% TBS-Tween20 (Sigma-Aldrich). Membranes were incubated with rabbit anti–^p-S235/236^S6 (catalog 2211), anti–^p-T389^S6K1 (catalog 9205; referred to as pS6K1), anti-S6K1 (catalog 9202), anti-GAPDH (catalog 2118), anti–^p-S473^Akt (catalog 9271; referred to as pAkt), and anti-Akt (catalog 9272), followed by incubation with a Polyclonal Swine Anti-Rabbit Immunoglobulin/HRP (catalog P0399, Agilent Technologies). All primary antibodies were purchased from Cell Signaling Technology and prepared at 1/1000 in 5% BSA in 0.1% TBS-Tween20. Protein signal was detected by chemiluminescence with an iBright CL1000 Imaging System (Thermo Fisher Scientific). Unedited gels are available in the supplemental material.

### Transcriptomes.

Microarray gene expression profiles were obtained in samples of s.c. inguinal adipose tissue and liver samples from 3 control HFD and 3 HFD-fed mice treated with LY (HFD + LY). Purified RNA was processed according to the following: GeneChip WT PLUS Reagent kit (P/N 703174 2017) and Expression Wash, Stain and Scan User Manual (P/N 702731 2017) (Affymetrix Inc). RNA integrity was checked with Agilent 2100 Bioanalyzer (Agilent Technologies). For statistical analysis, R programming environment (R Core Team [2018] version 3.4.4) was used together with different Comprehensive R Archive Network and Bioconductor packages (54, 55). Complete gene expression profiles have been deposited in the community-endorsed repository Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/, accession no. GSE193028) following MIAME compliant guidelines. The analysis of lists of genes showing significant changes when compared with control was performed with GSEA (https://www.gsea-msigdb.org/gsea/index.jsp) and based on the hallmark GO set (56, 57). Pathway diagrams were also generated using Enrichment Map application in Cytoscape (v.3.7.2) (58) and the Hallmark collection.

### Lipidomes.

The analysis of lipids was performed by direct flow injection analysis (FIA) using either a triple quadrupole mass spectrometer (FIA-MS/MS; QQQ triple quadrupole) or a hybrid quadrupole-Orbitrap mass spectrometer (FIA-FTMS; high-mass resolution). FIA-MS/MS (QQQ) was performed in positive ion mode using the analytical setup and strategy described previously (59–61). Lipidomic data have been made publicly available in Figshare (dx.doi.org/10.6084/m9.figshare.18393854).

### Statistics.

Data are presented as mean ± SEM. Sample sizes (*n*) are mentioned on each figure legend. Two-way ANOVA followed by the Šidák’s correction and adjusted *P* values for repeated measures was used to counteract the problem of multiple observations made sequentially in time, as in weight gain assessments. Dunnett’s test was applied on other measures of the first experimental approach, with 3 groups of animals, one of which served as a reference group (i.e., nontreated HFD-fed mice). Statistical significance was determined by 2-tailed Fisher’s exact *t* test in comparisons between 2 groups. Familywise significance and confidence levels were set at 0.05 (95% CI). Statistics and plots were performed with GraphPad Prism v8.0 (GraphPad Software) and IBM SPSS Statistics 23 (IBM Analytics).

### Study approvals.

The present studies in animals (protocol no. 201617-10 for setting #1, and protocol no. LABAE19004LLOB for setting #2) were reviewed and approved by the Animal Experimentation Ethics Committee of the Bellvitge Biomedical Research Institute (IDIBELL), and they were carried out in accordance with the National Board of Climate Action, Food and Rural Agenda of the Generalitat de Catalunya.

## Author contributions

AL and FJO conducted research, analyzed data, performed statistical analysis, and wrote the manuscript. SRV, JL, JMMN, and NB conducted research (hands-on conduct of the experiments and data collection). NB, DLN, and RRB analyzed data and performed statistical analysis. VDN, YZ, MH, GL, and VMO carried out lipidome analyses and provided important intellectual content. GT, RRB, JMFR, SCK, and FJO designed the research, developed project conception, and revised the manuscript. FJO contributed most to this study and, therefore, is listed last.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
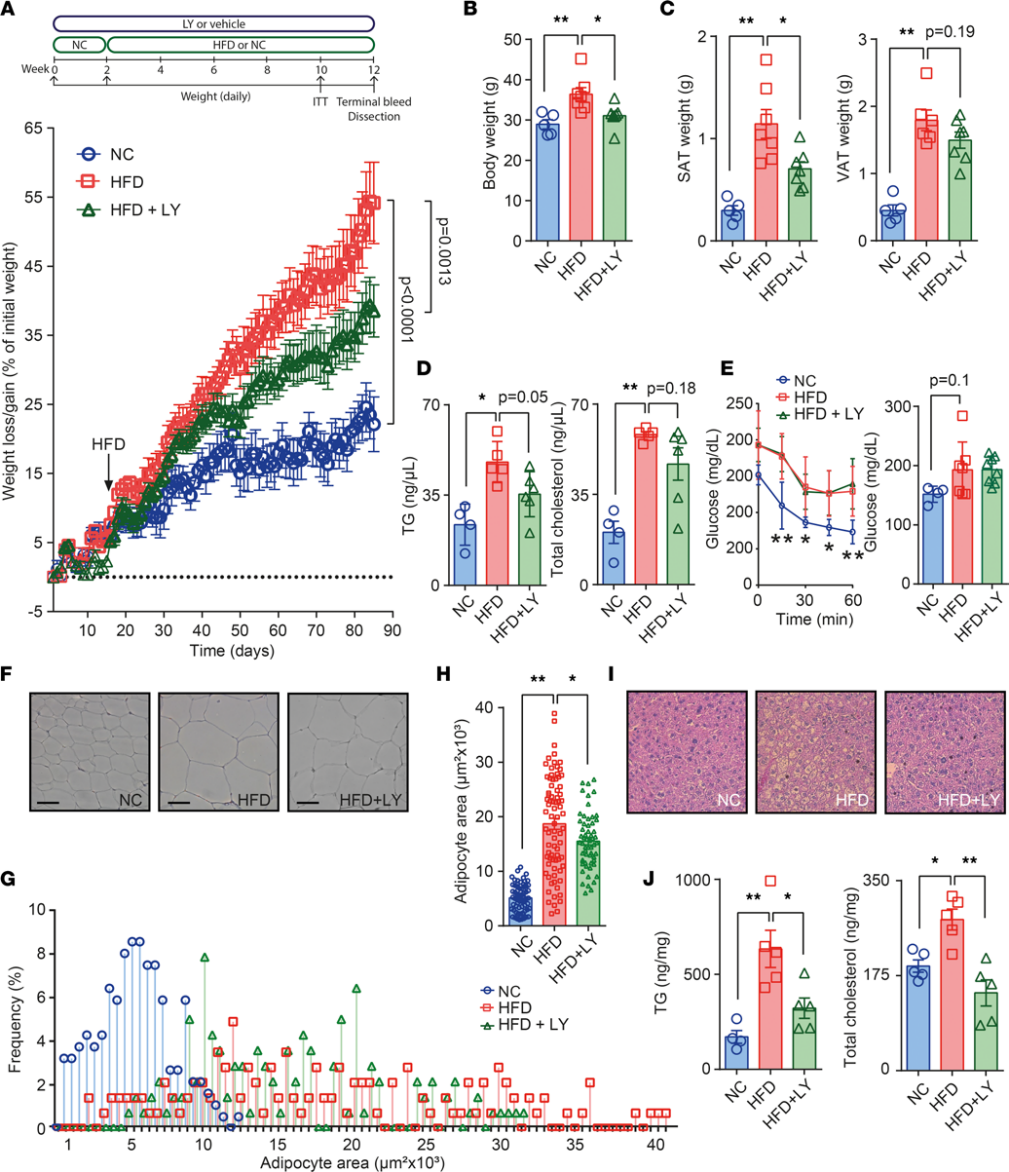
Physiological effects of LY on mice undergoing a high-fat diet. (**A**) Pipeline diagram for setting #1 and weight gain curve of mice under normal chow (NC) and high-fat diet (HFD) plus vehicle, and HFD plus oral gavage (25 mg/kg/12 h) with the S6K1 inhibitor LY2584702 tosylate (HFD + LY). (**B** and **C**) Body weight measures taken just before sacrifice, and weight of inguinal s.c. (SAT) and epididymal visceral (VAT) depots of white adipose tissue (*n* = 5/7/7 for NC, HFD, and HFD + LY, respectively). (**D** and **E**) Circulating triglycerides (TG) (**D**) and cholesterol at fasting (*n* = 4/5/6) and measures of glucose during an i.p. insulin tolerance test (ITT) and in 6-hour fasted mice (**E**) (*n* = 4/7/7). (**F**–**H**) Representative images of H&E staining in SAT, distribution of adipocyte sizes (%), and total adipocyte area in NC, HFD and HFD + LY mice (*n* = 2/3/3). Scale bar: 100 nm. (**I**) Representative 200× images of H&E staining in liver samples. (**J**) Quantification of the lipid content (TG and total cholesterol) of NC, HFD, and HFD + LY livers (*n* = 4/5/5). Data are presented as mean ± SEM using 2-way ANOVA followed by the Šidák’s correction, and adjusted *P* values for repeated measures are provided in weight gain curves (i.e., HFD versus NC, and HFD + LY versus HFD). The Dunnett’s multiple-comparison procedure was applied to the rest of measurements, in which nontreated HFD-fed mice served as the reference group. *P < 0.05, **P < 0.01.

**Figure 2:**
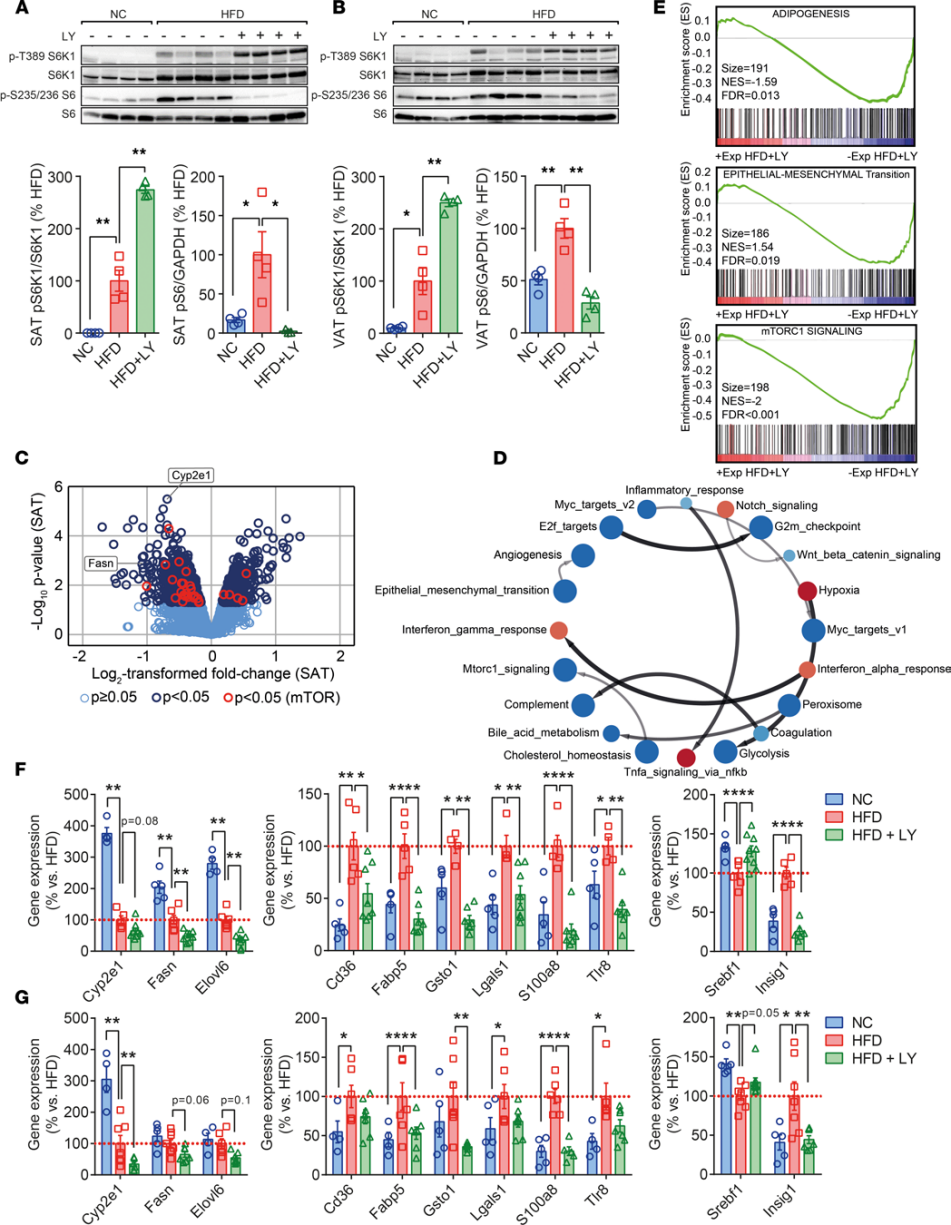
LY impacts white adipose tissue gene expression patterns. (**A** and **B**) Analysis of phosphorylated pS6 and pS6K1 in SAT (**A**) and VAT (**B**), and relative quantification as compared with high-fat diet–fed (HFD-fed) mice (100%). (**C** and **D**) Volcano plot and Gene Set Enrichment Analysis (GSEA) of transcripts modified in HFD + LY SAT when compared with HFD-fed mice (*n* = 3/group). Red and blue nodes represent positive and negative enrichment scores (FDR *P* < 0.05), respectively, and arrows show connections between signaling pathways with common genes in the leading edge subset. See also Supplemental Figure 2A. (**E**) Scheme illustrating the weight and enrichment score (ES) of variations in the expression (Exp) of genes related to the biological pathways most significantly downregulated in fat samples of HFD-fed mice when challenged with LY (HFD + LY). Red represents increased and blue represents decreased levels. (**F** and **G**) qPCR of gene candidates assessed in SAT (**F**) and VAT (**G**). Results from qPCR and Western blots are presented as mean ± SEM (*n* ≥ 4/group). Statistical significance was determined by the Dunnett’s multiple comparison procedure. Nontreated HFD-fed mice served as the reference group. *P < 0.05, **P < 0.01.

**Figure 3:**
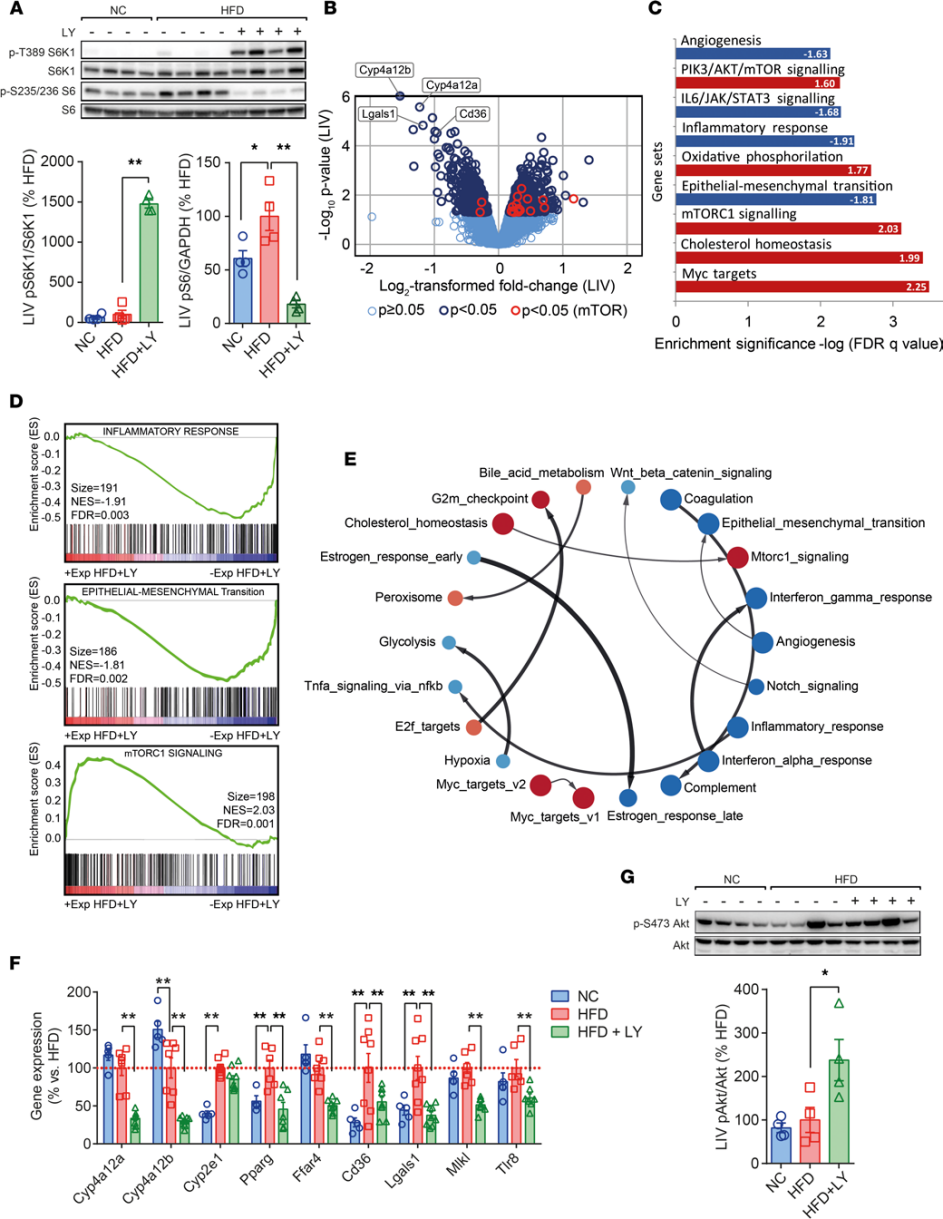
LY modifies liver function. (**A**) Analysis of phosphorylated pS6 and pS6K1 in the liver parenchyma of NC, HFD and HFD + LY mice. (**B**–**E**) The volcano plot shows variations in gene expression pattern of HFD + LY versus HFD mice (*n* = 3/group), while computational GSEA of such changes reveal the positive or negative impact in hallmark gene sets of biological relevance for liver performance, some of them being closely interrelated. (**F** and **G**) Validation of preselected target genes (qPCR), and analysis of the ratio between phosphorylated (p)Akt and total Akt in the liver of NC, HFD, and HFD + LY mice, with HFD mice being set as the reference group (%). Data are presented as mean ± SEM (*n* ≥ 4/group). Statistical significance was determined by the Dunnett’s multiple-comparison procedure. Nontreated HFD-fed mice served as the reference group. *P < 0.05, **P < 0.01.

**Figure 4:**
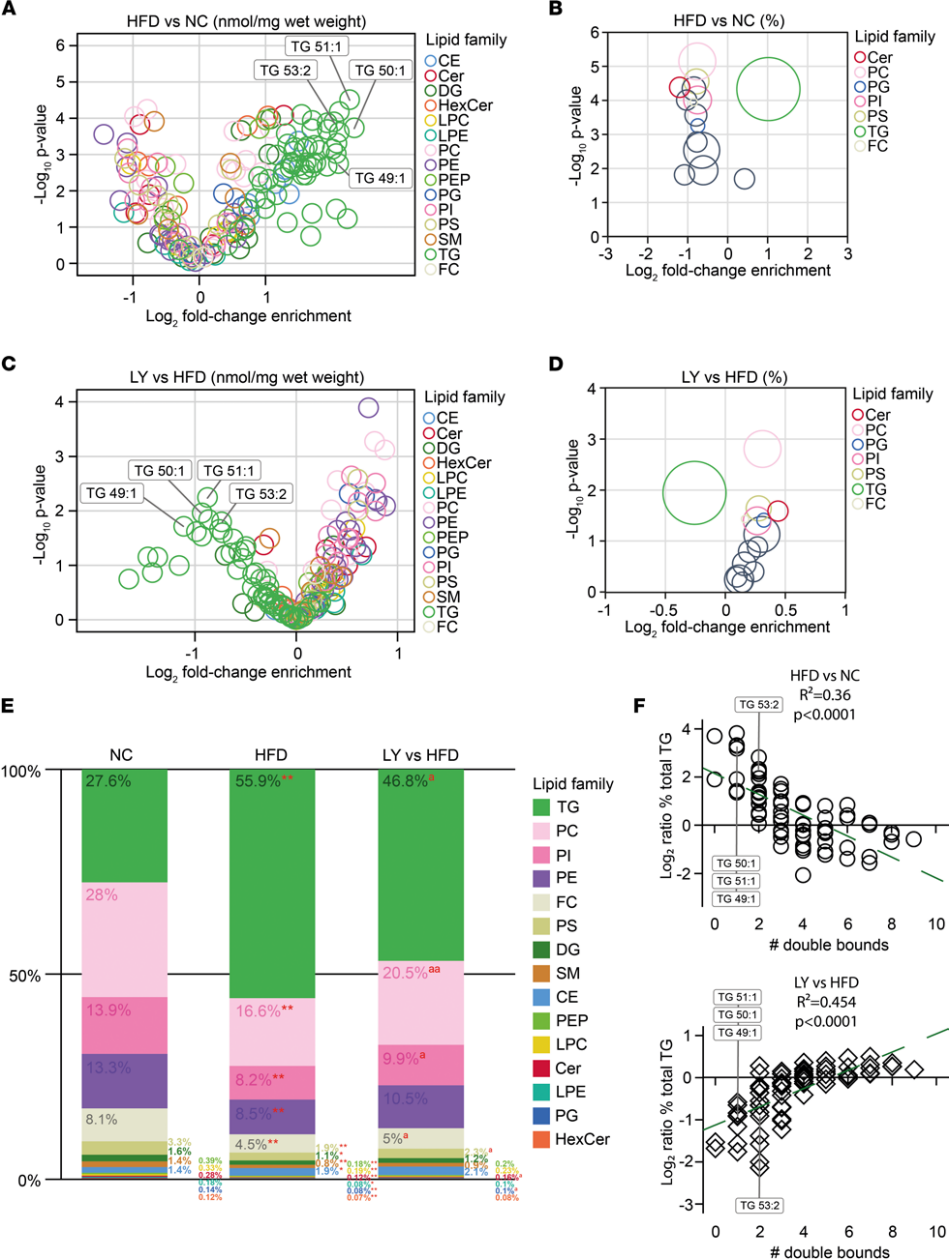
LY regulates triglycerides in the liver of diet-induced obese mice. (**A**–**D**) Volcano plots show variations in lipid species (left) and families (right panels) when comparing livers of HFD versus NC (**A** and **B**) and HFD + LY versus HFD mice (*n* = 4/group) (**C** and **D**). Right panels show colored circles for families with significant changes. (**E**) Stacked bars summarize relative amounts of lipid families in each experimental group and significant changes when comparing HFD versus NC (red asterisks), and HFD + LY versus HFD-fed mice (red superscript “a”). Statistical significance was determined by Fisher’s exact *t* test, and *P* values less than 0.05 (single) or 0.01 (double asterisk or superscript “a”) were considered significant. (**F**) Spearman’s test correlation analyses were applied to log_2_ ratios for each triglyceride (TG) species and the number of double bounds contained in their fatty acids, when comparing HFD versus NC (upper), and HFD + LY versus HFD (lower panel).

**Figure 5:**
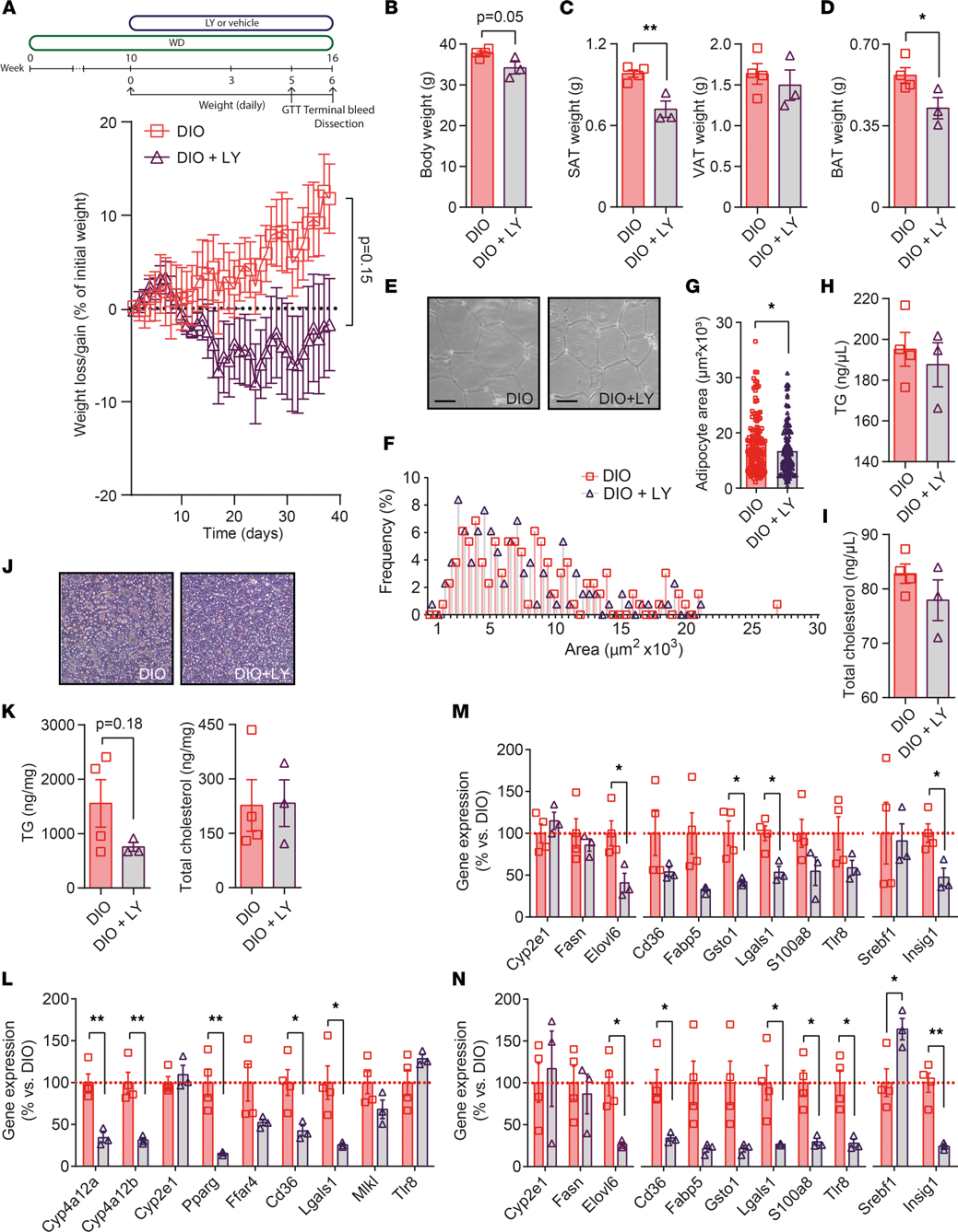
Impact of LY on obese mice. (**A**) Pipeline diagram for setting #2 and weight-loss curve in diet-induced obese (DIO) mice maintained on a high-fat and high-sucrose western diet (WD), or WD plus oral gavage of LY (DIO + LY). (**B**–**D**) Whole body weight and measures taken for depots of SAT and VAT, and brown adipose tissue (BAT) upon sacrifice confirm weight reduction. (**E**–**G**) H&E staining in SAT, distribution of adipocyte sizes (%), and total adipocyte area in DIO and DIO + LY mice. See also Supplemental Figure 7, C–E. (**H** and **I**) Circulating TG and cholesterol taken in 6-hour fasted mice upon sacrifice. (**J**) Representative 200× images of H&E staining in liver samples. (**K**) Quantification of the lipid content (TG and total cholesterol) in DIO and DIO + LY livers. (**L**–**N**) Real-time PCR of gene candidates from setting #1 were assessed in liver (**L**), SAT (**M**), and VAT samples (**N**). Data are presented as mean ± SEM. *n* = 4 for the DIO-control group, and *n* = 3 in the DIO + LY group. Statistical significance was determined by Fisher’s exact *t* test. *P < 0.05, **P < 0.01.

**Figure 6:**
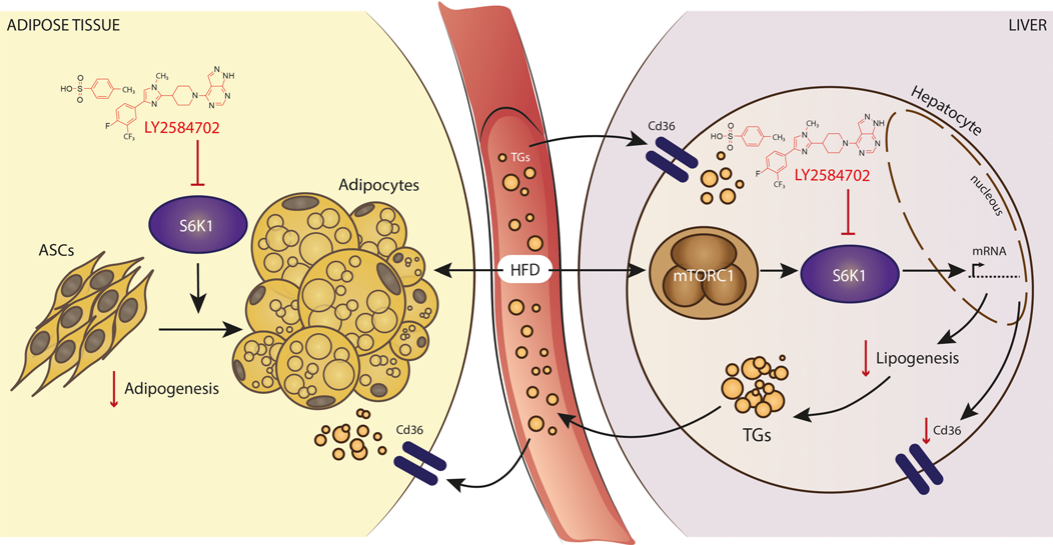
Study schematic. The specific blockage of S6K1 activity modifies gene expression patterns relevant for adipogenesis, adipose tissue accretion, and liver function. These changes combined align with reduced adipocyte size and improved lipididomic signatures in the liver, while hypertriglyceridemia and hepatosteatosis were prevented to some extent in diet-induced obese mice using the LY2584702 tosylate, a compound directed against S6K1 for clinical development.

## Version 1 06/23/2022

In-Press Preview

## Version 2 07/22/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

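Gene expression was measured on 12 Affymetrix whole-transcript arrays, 1 for the subcutaneous adipose tissue (SAT) and 1 for the liver (LIV) of each of 6 mice, 3 fed the high-fat diet (HFD) and 3 fed it while treated with LY (HFD + LY). The authors processed the arrays together with RMA, so the deposited values are log2 signals that were background-corrected, quantile-normalized over all arrays and summarized per probe set before deposition. The sample descriptions name RMA and limma without a version, and the paper names R with Bioconductor packages. The deposited values held 28846 probe sets. The 6640 controls were left out, and all of the other 22206 were tested without a filter on dim signals: 19572 with 1 gene symbol, 0 with several and 2634 with none. The medians of the arrays over these ran from 8.16 to 8.28. For arrays, their number limits the precision.

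In each tissue, HFD + LY was compared with HFD by limma 3.58.1 in R 4.3.3 (a linear model per probe set, moderated with a constant prior, 4 residual degrees of freedom), with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. The difference between the tissues was tested as a tissue by treatment interaction in limma on all 12 arrays. The same animal numbers appear in both tissues, and the paper speaks of the same animals, so the arrays are paired by animal across the tissues; the deviations of SAT and LIV arrays from their group means correlated by -0.067 to 0.21 within an animal, over genes. The fit with the animal as a block was an alternative. For 25 pathway lists and 24 cell type lists, camera of limma was run over 1 probe set per symbol, the brightest in the tissue, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists of a kind. The lists were written from general knowledge, modelled on Hallmark sets and textbook pathways, and are not the Hallmark sets of the study. Counts of list members use limma's unadjusted p, and counts adjusted over the list alone adjust over its members.

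The gene lists, the alternatives (apart from those said to be chosen later) and the rule for naming genes were set before the data were examined. Named were every gene the paper names for these tissues and Irs1, per tissue the 10 highest and the 10 lowest fold changes past the adjusted threshold with no overlap between the groups (filled from genes at an unadjusted p under 0.01, since too few passed), up to 4 members of each list described, those with the smallest p in the direction described, and for the interaction the 5 genes with the smallest p in each direction. Predicted genes, olfactory and vomeronasal receptors and small non-coding RNAs may be left out of the text. Probe sets of near-identical genes, such as the Mup genes, may share targets, so their values are uncertain. The gene of S6K1 and Srebf1 were not analysed here, since no probe set carries their symbol.

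The alternatives were 1 fit for all 12 arrays, an intensity trend in the prior, quantile or median normalization within a tissue, leaving out dim probe sets, array weights, the t-test named in the methods, probe sets with 1 symbol, and leaving out each animal in turn; for the lists also an estimated correlation, the rotation test fry, preranked GSEA with fgsea 1.28.0, the mean of a gene's probe sets, and lists without shared members. The methods name the t-test without tying it to the arrays, for which the sample descriptions name limma. Leaving out animals 11 and 20, and the mean of the skeletal muscle list as a covariate, were chosen after seeing the data. The former leaves only 4 arrays in a tissue and keeps HFD animal 14, whose SAT had a lesser muscle signal. All 10 splits of the 6 animals into groups of 3 were also compared. The fits were tested on simulated data: with 67, 67 and 66 genes shifted by 0.5, 1 and 1.5 on the log2 scale, limma called 28.4%, 77.6% and 90.9% of them in SAT, 34.3%, 82.1% and 95.5% in LIV and 14.9%, 61.2% and 87.9% for the interaction at an adjusted p under 0.05. The simulated noise was normal and independent between genes. It held no correlation between genes and no muscle signal of single arrays, so these shares may not hold for the real arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.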

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

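The tests of the adipocyte list and of the treatment for the muscle pattern, the use of 3 alternatives as tests for the mTORC1 signaling pattern, 2 of which were planned as alternatives, every count of other splits, and leaving out animals 11 and 20 were chosen only after the result was seen.

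By camera on the interaction in limma, the treatment effect was called different between SAT and LIV for 11 of 25 pathway lists, but for 0 with an estimated correlation. Some of these lists share genes. Lower in SAT relative to LIV were mTORC1 signaling (adjusted p = 7.1e-07), cholesterol synthesis and uptake (2.9e-11), the cell cycle (2.3e-07), Myc targets and ribosome biogenesis (0.000800), oxidative phosphorylation (0.00298), fatty acid synthesis and desaturation (0.00628), the integrated stress response (0.0119) and PI3K/AKT/mTOR signaling (0.0153). Higher in SAT relative to LIV were the interferon response (6.7e-05), the inflammatory response (0.0455) and PPARalpha targets and beta-oxidation (0.0455). With an estimated correlation the adjusted p of these 11 lists ran from 0.302 to 0.533, and with the animal as a replicate block 10 of 25 lists passed, PPARalpha targets having an adjusted p of 0.0610. The inflammatory response list (163 genes) had an adjusted p of 0.683 without animal 11 and 0.146 without animal 18. The PPARalpha list (39 genes) had 0.0905 without animal 11, 0.116 without animal 14, 0.0597 without animal 16 and 0.174 without animal 18. The oxidative phosphorylation list had 0.866 without animal 11 and 0.0934 without animal 16, the fatty acid synthesis list 0.143 without animal 8, and the integrated stress response list 0.0858 without animal 14 and 0.0597 without animal 16. The PI3K/AKT/mTOR list had 0.116 without animal 14, 0.0934 without animal 16 and 0.0505 without animal 20.

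Of the cell type lists, endothelial cell (adjusted p = 0.00430), Kupffer cell (0.0245), macrophage (0.0395) and mast cell markers (0.0395) were higher and hepatocyte markers (0.00547) lower in SAT relative to LIV by the same limma interaction, with an adjusted p of 0.682 for each with an estimated correlation. The endothelial list had an adjusted p of 0.476 without animal 11 and 0.151 without animal 18, the hepatocyte list 0.0766 and 0.0684 without the same animals. The Kupffer cell list had 0.148 without animal 8, 0.198 without animal 11, 0.0702 without animal 16 and 0.0580 without animal 18, the macrophage list 0.0908, 0.910, 0.128 and 0.106 without those, and the mast cell list 0.215 without animal 11, 0.121 without animal 14, 0.621 without animal 16, 0.0684 without animal 18 and 0.212 with dim probe sets left out. Without both animals 11 and 20 the adjusted p was 0.194 for endothelial cell, 0.249 for Kupffer cell and 0.600 for macrophage markers. Of single genes, the fold change of Cyp4a12b was higher in SAT than in LIV (adjusted p = 0.00130 from limma), and those of Mup2, Mup22 and Mup19 were lower (adjusted p = 0.0340 for each), as were 5 probe sets without a symbol. Those 5 had SAT log2 fold changes of -1.51 to -1.72, close to those of the Mup genes, and may not be separate signals. With the animal as a block the adjusted p was 0.0813 for Cyp4a12b and 0.0944 for the Mup genes.

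Among gene lists for which the paper's text names no result from these arrays, limma's camera called in SAT: integrated stress response (lower, adjusted p = 0.0321), acute phase response (lower, 0.0105), macrophage (lower, 0.0163), lipid-associated macrophage (lower, 0.000330), hepatocyte (lower, 0.0156) and mast cell (higher, 0.0380). With an estimated correlation the adjusted p was 0.521 for the first 2 and 0.965 for the cell types, and fry called 0 of the 6. The integrated stress response list had an adjusted p of 0.0725 without HFD animal 8, 0.243 without animal 14, 0.0853 without HFD + LY animal 20, 0.0842 with dim probe sets left out and 0.0698 after quantile normalization, the acute phase list 0.0590 without animal 14, 0.0888 without animal 18 and 0.114 with dim probe sets left out, and the macrophage list 0.0921 without animal 8, 0.646 without animal 14, 0.533 without animal 20 and 0.0506 with preranked GSEA. The lipid-associated macrophage list had 0.0782 without animal 14, the hepatocyte list 0.0997 without animal 11, 0.0782 without animal 14, 0.0989 without animal 18 and 0.0506 with preranked GSEA, and the mast cell list 0.243 without animal 11, 0.0795 without animal 14, 0.725 without animal 16, 0.131 with dim probe sets left out, 0.0727 after quantile normalization and 0.0756 with preranked GSEA. In LIV, lipid droplet and steatosis genes (adjusted p = 0.000192), PPARalpha targets and beta-oxidation (0.00104), the acute phase response (0.0136), adipocyte (4.3e-05), macrophage (4.2e-11), Kupffer cell (0.000129), lipid-associated macrophage (0.000534) and dendritic cell markers (0.000129) were lower, with an adjusted p of 0.116 to 0.382 with an estimated correlation. With fry the adjusted p was 0.0718 for lipid droplet genes, 0.137 for PPARalpha targets, 0.256 for the acute phase, 0.209 for Kupffer cell and 0.134 for lipid-associated macrophage markers. The acute phase list had 0.0563 without HFD animal 8, 0.153 without animal 11 and 0.122 without animal 16, the PPARalpha list 0.0593 and the Kupffer cell list 0.0809 without animal 8.

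Skeletal muscle genes stood high in the SAT of HFD animal 11 and HFD + LY animal 20: Myh4, a myosin of fast fibers, had a log2 signal of 14.4 and 14.2 there and 6.93 to 11.2 on the other 4 arrays, and 2 of the 21 genes of the list also belong to other lists. A muscle sample labelled as SAT is argued against by the adipocyte list, whose median differed by -0.10 between these and the other arrays, and by Adipoq, at 13.5 and 13.3 against 13.3 to 13.6. Treatment with LY is argued against because 1 array of each group stood high, with group means that differed by -0.52. Skeletal muscle tissue in these SAT samples may explain the pattern: of 30 further muscle genes, 25 (83.3%) were higher in both arrays than in all others, with a median difference of 3.00, which lies between the bounds set before the test and leaves it open. No biological explanation other than the treatment was tested.

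Of 9 Mup genes, 8 were lower in SAT of HFD + LY mice at an unadjusted p under 0.05 from limma (median log2 fold change -1.43) against 1 in LIV, where the median was 0.0057, or -0.024 after quantile normalization. Liver RNA in the SAT samples cannot be decided on by 21 abundant hepatocyte transcripts. They lay by a median of -3.14 from the log2 level that the share of liver RNA needed for Mup2 would give. Alb (-1.56), Apoa1 (-2.76) and Ttr (-3.35) lay below that level, and Rbp4 (1.57), Trf (1.30) and Cyp2e1 (0.55) above it. That share was taken from the LIV signal of Mup2, which lies near the top of the signal range of these arrays. If that signal is saturated, the share and the levels it gives are overstated. The hepatocyte list was itself lower in SAT of HFD + LY mice by camera (adjusted p = 0.0156, and adjusted p = 0.965 with an estimated correlation). Muscle tissue in the SAT of animals 11 and 20 is argued against by a median fold change of -1.53 without them, although HFD animal 14, with lesser muscle signal, stayed in. Whether 1 or several Mup genes differed cannot be told apart, since the other Mup probe sets followed Mup2 over the 6 arrays with a median correlation of 0.973, and shared probes may give the same. A lower Mup expression in treated fat is a hypothesis that the design leaves open.

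The mTORC1 signaling list was called lower in SAT and higher in LIV by camera, with an adjusted p of 0.521 and 0.117 with an estimated correlation and 0.567 and 0.0924 with fry. Raised dim signals of the LIV array of animal 18 had a median of receptor genes of smell of 6.55, against 6.32 to 6.44. These signals and the sterol genes held by the list are each argued against as the whole cause. The adjusted p of the interaction by camera was 1.1e-05 without the sterol genes and 2.9e-07 without animal 18. Muscle tissue in the SAT samples cannot be decided on by leaving out animals 11 and 20, where that adjusted p was 6.1e-06. HFD animal 14, with lesser muscle signal, stays in. The skeletal muscle list itself still differed between the tissues there (adjusted p = 0.000675 by camera, median difference -0.52). With an estimated correlation the muscle list had an adjusted p of 0.888 on all arrays, so its p at the preset correlation overstates the evidence. Over all alternatives that change the samples or genes, the adjusted p of the mTORC1 signaling list stayed under 0.05, while with an estimated correlation it was 0.302. A response to LY that differs between fat and liver may remain, as a hypothesis found and tested on the same data.

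The 6 arrays of a tissue, or the 6 animals, make 10 splits into 3 and 3, too few for a share under 0.05. In SAT, 5 of the 10 splits called at least the 1121 probe sets of the real split at an unadjusted p under 0.05 (highest other 3421), 10 called at least its 0 at an adjusted p under 0.05 (highest other 0 by limma), and 3 called at least its 11 pathway lists (highest other 13). The split of animals 8, 11 and 20 against 14, 16 and 18 called 3421 probe sets, which points to a structure of these SAT samples. In LIV, 2 splits called at least 1533 probe sets (highest other 2686), 1 called at least 1 at an adjusted p under 0.05 (highest other 0), and 1 called at least 14 lists (highest other 6). For the interaction, 3 splits called at least 1380 probe sets (highest other 1662), 1 called at least 9 at an adjusted p under 0.05 (highest other 0), and 1 called at least 11 lists (highest other 10).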

How the results depend on the processing

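Leaving out animals 11 and 20, and the skeletal muscle covariate, were chosen only after the result was seen. The 1414 probe sets of olfactory and vomeronasal receptors had a median log2 signal of 6.02 to 6.13 in SAT and 6.32 to 6.55 in LIV, against 8.16 to 8.28 for all probe sets, which limits what dim signals show, and the cause of a change with the settings below was not tested except where fewer samples or genes are in its construction.

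SAT genes: at an unadjusted p under 0.05 limma called 1121 probe sets, 680 with dim probe sets left out (fewer tested), 4761 with array weights, 4045 without animals 11 and 20, 1741 with the muscle covariate, and 551 (without animal 16) to 2722 (without animal 20) with 1 animal left out, besides 604 without animal 8, 672 without animal 18 and 1891 without animal 11. At an adjusted p under 0.05 it called 0, 17 with all 12 arrays in 1 fit, 355 with array weights, 573 without animals 11 and 20, 12 with the muscle covariate, and 0 to 1 with 1 animal left out (1 without animal 20); the t-test, the trend, both normalizations and leaving out dim probe sets also gave 0.

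LIV genes: the 1533 probe sets at an unadjusted p were 1052 to 1952 with 1 animal left out, and the 1 at an adjusted p was 2 with all 12 arrays in 1 fit, 7 with the intensity trend, 0 with the methods' t-test, and 1 without each animal. Interaction: 1380 probe sets at an unadjusted p were 2413 without animals 11 and 20 and 885 (without animal 14) to 1947 (without animal 20) with 1 animal left out; 9 at an adjusted p were 0 with the animal as a replicate block, 14 with dim probe sets left out, 37 without animals 11 and 20, and 0 (without animal 14) to 9 (without animal 16) with 1 animal left out, with 1 without animals 8, 11 or 18 and 5 without animal 20. Of the pathway and cell type lists, the block ended 1 call, that of PPARalpha targets, and changed no other.

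SAT lists: with an estimated correlation the adjusted p was 0.521 for mTORC1 signaling, 0.657 for adipogenesis and 0.657 for EMT, and with fry 0.567 for each; adipogenesis had 0.277 after quantile normalization. With 1 animal left out, mTORC1 signaling had 3.0e-06 to 0.0104, adipogenesis 7.9e-05 (without animal 11) to 0.160 (without animal 20; 0.118 without animal 14, 0.0766 without animal 8), and EMT 5.5e-06 (without animal 11) to 0.309 (without animal 14; 0.0609 without animal 8). The skeletal muscle list turned to higher without animal 11 (0.0292), with a range of 0.000140 (without animal 20) to 0.646 (without animal 16), and 0.000952 without animal 8. With an estimated correlation it had 0.965 on all SAT arrays. LIV lists: with an estimated correlation the adjusted p was 0.117 for mTORC1 signaling, 0.242 for cholesterol, 0.12 for EMT, 0.117 for the inflammatory response and 0.134 for angiogenesis, and with fry 0.0924, 0.264 and 0.0538 for the first 3 and 0.0924 for angiogenesis. With 1 animal left out they stayed under 0.05, at 0.00119 to 0.0215 for mTORC1 signaling, 7.0e-26 to 8.9e-06 for cholesterol, 0.000246 to 0.0107 for EMT, 0.000103 to 0.0225 for the inflammatory response and 0.000588 to 0.0168 for angiogenesis. With preranked GSEA the adjusted p was 0.0158 for IL-6/JAK/STAT3 and 0.0296 for PI3K/AKT/mTOR signaling, and with 1 animal left out 0.0322 (without animal 14) to 0.458 (without animal 8) and 0.0412 (without animal 20) to 0.358 (without animal 16). For the interaction, mTORC1 signaling had 0.302 with an estimated correlation and 2.9e-07 to 0.000230 with 1 animal left out.

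The direction of a list here is that of its test and not the sign of its median. After median normalization the LIV glycolysis median, for instance, turned from -0.025 to 0.0057. Of the 46 other SAT lists, 46 kept their direction and their side of the threshold after median normalization, 39 after quantile normalization, 35 with preranked GSEA, 33 with an estimated correlation and 29 to 38 with 1 animal left out. Of 42 other LIV lists it was 41, 37, 38, 26 and 33 to 38, and of 48 other interaction lists 33 with an estimated correlation, 47 with the block and 28 to 39 with 1 animal left out. Of 98 named genes in SAT, 81 did so with the methods' t-test, 90 after quantile normalization and 76 to 86 with 1 animal left out, and of 104 in LIV 77, 99 and 87 to 91; 0 reversed.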

Differences from the paper's values

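The alternatives of leaving out animals 11 and 20 and of the muscle covariate were chosen only after the result was seen. Of the log2 fold changes and p-values that could be read from Fig. 2C and Fig. 3B, 0 differed from those computed here by more than 1.5 times under the settings reported, with the p-values compared as their negative log10. SAT Cyp2e1 had 3.89 on that scale, against about 5.5 in Fig. 2C, read by eye, which is a larger gap as a ratio of p. It had 5.49 with all 12 arrays in 1 fit and 3.12 with the methods' t-test, which differs by more than 1.5 times. With that t-test Cyp4a12a had 2.29, Lgals1 2.09 and Cd36 1.95 in LIV, also more than 1.5 times below the paper's values of about 5.6, about 4.8 and about 4.5 in Fig. 3B, read by eye. These 3 genes had 4.17, 3.82 and 3.45 in the setting reported. With all 12 arrays in 1 fit they had 5.57, 4.83 and 4.52, close to the figure, as was SAT Cyp2e1 in that fit. With the intensity trend the value of Cyp4a12a also matched that of the figure, and Lgals1 and Cd36 had 4.94 and 4.32. Apart from Cyp4a12b, the figure values thus lay closer to the fit of all 12 arrays than to the setting reported or the t-test. The paper does not state which fit it used. The fit of all 12 arrays called more SAT probe sets at an adjusted p under 0.05 than the setting reported. LIV Cyp4a12b had 7.14, against about 6 in Fig. 3B, read by eye, and differed by more than 1.5 times with all 12 arrays in 1 fit (9.03) and with the intensity trend (9.47). The statements of the paper below differ in part from the results in the setting reported. For some the direction is the same, and the threshold was missed here or passed only under other settings, such as preranked GSEA.

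The paper names Cd36 and Lgals1 among genes less expressed in SAT of HFD + LY mice, measured by PCR in larger groups than the 3 mice of these arrays. On the arrays the log2 fold change of Cd36 was -0.015 (adjusted p = 0.998 from limma), and 0.078 after quantile normalization, and it passed an unadjusted threshold of 0.05 under no setting. That of Lgals1 was -0.18 (adjusted p = 0.994 from limma). It passed an unadjusted threshold of 0.05 in limma without animal 20 (adjusted p = 0.390), with array weights (adjusted p = 0.0906, the lowest of its alternatives) and, as an alternative chosen after seeing the values, without animals 11 and 20 (adjusted p = 0.147); over its alternatives the adjusted p ran up to 1.00. The other 8 of 10 measured genes of that list were lower at an unadjusted p under 0.05. For LIV, the paper names Cyp2e1 and Pparg among genes less expressed, also measured by PCR and in larger groups than the 3 mice of these arrays. On the arrays Cyp2e1 had a log2 fold change of -0.0090 (adjusted p = 0.986 from limma) and Pparg one of -0.0021 (adjusted p = 0.998). Each was positive after median normalization (0.022 and 0.029), and no setting brought either to an unadjusted p under 0.05. The other 7 of 9 genes were lower at an unadjusted p under 0.05.

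Among pathways of the paper's gene set analysis, which used the Hallmark sets and not the lists used here, the paper marks the interferon response as higher in SAT. Here its median log2 fold change was 0.018 (adjusted p = 0.782 from limma's camera), and it was called higher (adjusted p = 0.00221) without animal 20; the range over its alternatives was 0.00221 to 0.951. The paper marks Myc targets and bile acid metabolism as lower in SAT. Here Myc targets had an adjusted p of 0.0964 from limma's camera, 0.0176 with preranked GSEA, 0.0498 without animal 16, 0.00612 without animal 18 and, with the muscle covariate chosen after seeing the values, 0.0403, and the bile acid list had 0.824, with 0.441 to 0.972 over its alternatives. The paper marks the inflammatory response as lower in SAT. The list used here had a median of -0.0098 and an adjusted p of 0.824 from limma's camera, with 0.0500 to 0.960 over its alternatives. It was called lower (0.0500, median -0.053) without animal 11, and its median was 0.0023 after quantile normalization.

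In LIV the paper marks cell cycle sets (E2F targets, G2M checkpoint) as higher. The cell cycle list used here had a median log2 fold change of -0.10 and was called lower by limma's camera (adjusted p = 0.00306; 0.000213 to 0.413 over its alternatives). The call was lost with an estimated correlation (adjusted p = 0.194), with fry (0.137), with dim probe sets left out (0.413, median -0.038) and without animal 8 (0.154, median -0.057), and the list was called higher under no setting. Glycolysis, marked as lower in the paper, had a median of -0.025 (0.0057 after median normalization) and an adjusted p of 0.487 (0.250 to 0.919 over its alternatives). PI3K/AKT/mTOR signaling, higher in the paper, had a median of 0.032 and an adjusted p of 0.0770, with 0.0296 from preranked GSEA and 0.0412 without animal 20, and IL-6/JAK/STAT3 signaling, lower in the paper, a median of -0.026 (0.0047 after median normalization) and an adjusted p of 0.122, with 0.0158 from preranked GSEA and 0.0322 without animal 14.

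From the cell type scores of SAT, the paper states more interstitial dendritic cells, more epithelial cells and, without passing a threshold of 0.05, fewer adipocytes in HFD + LY mice. Markers of dendritic cells in general were lower here (median log2 fold change -0.14, adjusted p = 0.0380 from limma's camera, but adjusted p = 0.965 with an estimated correlation and 0.0922, 0.174, 0.0565, 0.119 and 0.102 without animal 8, 14, 16, 18 or 20; 0.0240 to 0.965 over its alternatives), epithelial markers had a median of 7.7e-05 (adjusted p = 0.815; 0.119 to 0.997), and adipocyte markers had a median of -0.027, or 0.071 after quantile normalization (adjusted p = 0.181; 0.0335 to 0.965), called lower (0.0335) without animal 11. Without animal 11 the median of the adipocyte markers was -0.081. The marker lists differ from those of the paper.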

Other observations

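Lists that camera called in SAT of HFD + LY mice, and that it did not call with an estimated correlation, held the following genes. Of 26 acute phase genes, 6 were lower and 0 higher at an unadjusted p under 0.05 from limma and 20 did not pass (median log2 fold change -0.12), with Saa3, a serum amyloid of inflamed fat, at a log2 signal of 10.44 ± 0.55 (SD, n = 3) in HFD mice and 8.75 ± 0.40 (SD, n = 3) in HFD + LY mice, and the orosomucoids Orm1 (log2 fold change -0.84, standard error 0.20) and Orm2 (-0.57, standard error 0.18) among the lower ones. Of 18 markers of lipid-associated macrophages, 2 were lower and 0 higher and 16 did not pass, while 17 had a negative fold change (median -0.29). Of 24 general macrophage markers, 2 were lower, the integrin Itgam (-0.56, standard error 0.15) and lysozyme Lyz2 (-0.41, standard error 0.13), 0 higher and 22 did not pass. Of 36 genes of the integrated stress response, 3 were lower and 1 higher, the lower ones including Cth, an enzyme that makes cysteine (-0.66, standard error 0.13), and Sesn2 (-0.31, standard error 0.10). Of 24 hepatocyte genes, 5 were lower and 1 higher, and of 10 mast cell markers 0 were lower and 0 higher. In tests adjusted over the list alone, 2 acute phase genes, 1 lipid-associated macrophage marker, 1 stress response gene and 1 hepatocyte gene were lower, against 0 over all genes tested. By limma's camera the adjusted p was 0.0105 for the acute phase, 0.000330 for lipid-associated macrophages, 0.0163 for macrophages and 0.0321 for the stress response, and with an estimated correlation the adjusted p was 0.521, 0.965, 0.965 and 0.521. Without animal 14 these were 0.0590, 0.0782, 0.646 and 0.243, without animal 8 the macrophage list had 0.0921 and the stress response list 0.0725, without animal 20 they had 0.533 and 0.0853, and without animal 18 the acute phase list had 0.0888. The acute phase median was -0.077 without animal 11 and -0.058 without animal 18, and that of lipid-associated macrophages -0.18 without animal 8 and -0.57 without animal 11.

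In LIV, lists that camera called, and that it did not call with an estimated correlation, held the following genes. Of 20 lipid droplet and steatosis genes, 5 were lower and 0 higher at an unadjusted p under 0.05 from limma and 15 did not pass (median log2 fold change -0.15), with the droplet coat protein Plin4 at a log2 signal of 9.95 ± 0.31 (SD, n = 3) in HFD mice and 9.21 ± 0.37 (SD, n = 3) in HFD + LY mice and Cidec, which fuses droplets, at a log2 fold change of -0.50 (standard error 0.14). Of 39 PPARalpha targets, 4 were lower, 0 higher and 35 did not pass (median -0.087), among them the thioesterase Acot3 (-0.92, standard error 0.21) and the pantetheinase Vnn1 (-0.42, standard error 0.10). Of 24 macrophage markers, 10 were lower, 0 higher and 14 did not pass (median -0.27), with the complement gene C1qa (-0.50, standard error 0.14), the Fc receptor Fcgr3 (-0.44, standard error 0.12) and Aif1 (-0.67, standard error 0.19) among the lower ones. Lower at an unadjusted p under 0.05 were also 2 of 15 Kupffer cell, 3 of 18 lipid-associated macrophage, 5 of 23 dendritic cell and 6 of 24 adipocyte markers, with 0 higher, and 4 of 26 acute phase genes, with 2 higher. In tests adjusted over the list alone, 3 lipid droplet, 3 acute phase and 4 adipocyte genes and 1 lipid-associated macrophage marker were lower, against 0 over all genes tested. By limma's camera the adjusted p was 0.000192 for lipid droplets, 0.00104 for PPARalpha targets and 4.2e-11 for macrophages, and with an estimated correlation the adjusted p was 0.12, 0.194 and 0.116. The PPARalpha list had 0.0593 without animal 8. Aif1 had -0.44 without animal 8.

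The sign of a list's median differed from that of its mean or its test in SAT for brown or beige adipocyte, fibroblast, M1 macrophage, neutrophil, mesothelial, cholangiocyte, epithelial and hepatic stellate cell markers, with an adjusted p of 0.687 to 0.815, and in LIV for insulin and S6K1 pathway components (0.867), mesothelial (0.871) and Schwann cell markers (0.587). The circadian clock list in SAT had a median log2 fold change of 0.100 (adjusted p = 0.0601 from limma's camera), with 0.00662 without animal 11 and 0.00753 without animal 20. Male-biased genes had an adjusted p of 0.317 and female-biased genes one of 0.0770 in LIV by limma's camera, with 0.00381 and 0.0100 from preranked GSEA. Without animal 14 the male-biased list had 0.00583, and the female-biased list had 0.000379 without animal 11 and 0.00825 without animal 18.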
